# Molecular Characterization of the Onset and Progression of Colitis in Inoculated Interleukin-10 Gene-Deficient Mice: A Role for PPAR*α*

**DOI:** 10.1155/2010/621069

**Published:** 2010-06-30

**Authors:** Bianca Knoch, Matthew P. G. Barnett, Janine Cooney, Warren C. McNabb, Diane Barraclough, William Laing, Shuotun Zhu, Zaneta A. Park, Paul MacLean, Scott O. Knowles, Nicole C. Roy

## Abstract

The interleukin-10 gene-deficient (*Il10* ^−/−^) mouse is a model of human inflammatory bowel disease and *Ppara* has been identified as one of the key genes involved in regulation of colitis in the bacterially inoculated *Il10* ^−/−^ model. The aims were to (1) characterize colitis onset and progression using a histopathological, transcriptomic, and proteomic approach and (2) investigate links between PPAR*α* and IL10 using gene network analysis. Bacterial inoculation resulted in severe colitis in *Il10* ^−/−^ mice from 10 to 12 weeks of age. Innate and adaptive immune responses showed differences in gene expression relating to colitis severity. Actin cytoskeleton dynamics, innate immunity, and apoptosis-linked gene and protein expression data suggested a delayed remodeling process in 12-week-old *Il10* ^−/−^ mice. Gene expression changes in 12-week-old *Il10* ^−/−^ mice were related to PPAR*α* signaling likely to control colitis, but how PPAR*α* activation might regulate intestinal IL10 production remains to be determined.

## 1. Introduction

The interleukin-10 gene-deficient (*Il10* ^−/−^) mouse is a well-established model of human inflammatory bowel disease (IBD) and used to study the complex host-environment (e.g., diet, bacteria) interactions and the action of potential therapeutics [1]. *Il10* ^−/−^ mice develop a Crohn's disease (CD)-like colitis when exposed to commensal bacteria, whereas no colitis is observed in the wildtype and germ-free *Il10* ^−/−^ mice, which suggests an important role for IL10 in controling tolerance towards commensal bacteria and in preventing colitis in these mice [2, 3]. IL10 signals through Janus kinase 1/signal transducer and activator of transcription 3 and p38 mitogen-activated protein kinase-dependent pathways to induce suppressor of cytokine signaling-mediated [4] or heme oxygenase 1-dependent [5] anti-inflammatory mechanisms. The immunopathology in *Il10* ^−/−^ mice represents a T-helper cell type 1 (Th1)- and Th17-polarized inflammation with high colonic expression of interferon gamma (IFN*γ*) as the main Th1-derived pro-inflammatory cytokine and IL17 [6, 7]. 

Both the severity and time-course of colitis in *Il10* ^−/−^ mice are influenced by the inbred strain background when maintained under the same conditions. The colitis in *Il10* ^−/−^ mice on the C57BL/6J background is mild to moderate [6], compared with when the *Il10* ^tm1Cgn^ allele is bred into the 129/SvEv, C3H/HeJBir, or C3H.SW background strains, where colitis is severe and progressive [8–10]. This suggests that other genes or gene interactions particular to the genetic background of each strain modify the development of colitis. Intestinal inflammation also develops more consistently when *Il10* ^−/−^ mice (C57BL/6J background) raised under conventional conditions are inoculated with a mixture of pure *Enterococcus* isolates (*E. faecalis* and *E. faecium*) alone, or combined with conventional intestinal flora derived from healthy C57BL/6J mice [11]. The timeline of colitis development is unknown in these bacterially inoculated *Il10* ^−/−^ (C57BL/6J) mice.

Studies to date have mostly applied transcriptomic [11–14] and proteomic [15] methods separately to intestinal tissue samples of various murine models of experimental colitis and of IBD patients. It is important to integrate gene and protein expression data to get a more comprehensive understanding of phenotypic changes. A previous study showed that conventional non-inoculated *Il10* ^−/−^ mice (C57BL/6J background) developed increasing colonic inflammation, peaking at 12 weeks of age [16]. 

The first hypothesis of this study was that distinct gene and protein expression patterns could be defined in non-inflamed (7 weeks of age) and colitic (12 weeks of age) *Il10* ^−/−^ mice. Since the time-course of colitis in the bacterially inoculated *Il10* ^−/−^ mouse model (C57BL/6J background) used by Roy et al. [11] is undefined, the first aim was to characterize colitis onset and progression in this model and to extend previous studies [11–15] by using a combined histopathological, transcriptomic, and proteomic approach. 

Gene network analysis identified the *Ppara* gene as one of the key genes with decreased expression levels associated with severe colitis when comparing bacterially inoculated *Il10* ^−/−^ and C57 mice [17]. A critical role for PPAR*α* in regulating inflammation was first identified by Devchand et al. [18] who observed a prolonged inflammatory response in Ppara^−/−^ mice. PPAR*α*-ligands showed anti-inflammatory effects in experimental colitis including the *Il10* ^−/−^ mouse model [19, 20]. Based on these studies [17–20], the second hypothesis was that PPAR*α* and IL10 signaling pathways are interlinked during colitis. The secondary aim was to investigate the involvement of PPAR*α* regulation in *Il10* ^−/−^ mice before and after colitis onset using gene network analysis.

## 2. Methods and Materials

### 2.1. Animals and Induction of Colitis

A total of 30 male *Il10* ^−/−^ (C57BL/6J background, formal designation B6.129P2-*Il10*<tm1Cgn>/J) and 30 male C57 control (C57BL/6J) mice were obtained from The Jackson Laboratory (Bar Harbor, Maine, USA). For convenience and consistency in reporting, their age was defined as 35 days or 5 weeks of age at the start of the study. Mice were individually housed in standard shoebox size cages containing untreated wood shavings (Hi Tech Security Disposals Ltd., Auckland, New Zealand) and maintained under conventional conditions with a temperature of approximately 22°C, 50% relative humidity, and a 12-hour light-dark cycle. 

After 4 days, all mice were inoculated orally with a mixture of pure *E. faecalis* and *E. faecium* strains and complex intestinal flora derived from healthy C57BL/6J mice raised under conventional conditions to obtain a more consistent and reproducible intestinal inflammation, as described previously [11].

### 2.2. Experimental Design

The objective of this experiment was to study the onset and progression of colitis and associated changes in gene and protein expression in bacterially inoculated *Il10* ^−/−^ mice as a model for future nutrigenomics studies to explore the effects of nutrition on IBD pathophysiology. Mice were randomly assigned to 5 sampling groups (7, 8.5, 10, 12, and 14 weeks of age). The mice had free access to water and were fed an AIN-76A standard powder diet prepared in-house. The diet composition has been described previously [11]. Throughout the experimental period, dietary intake was estimated daily by weighing uneaten food and adjusted to equal the mean amount of food consumed by the *Il10* ^−/−^ mice on the previous day. All mice were weighed thrice a week and carefully monitored for disease symptoms (weight loss, soft feces, inactivity).

Tissue sampling was performed at 7, 8.5, 10, 12, and 14 weeks of age. Mice were euthanized by CO_2_ asphyxiation and cervical dislocation, and cardiac puncture was then performed. There was a fast-feed period prior to sampling as described previously [17], and the intestine was isolated and cut open lengthwise. One piece of each intact intestinal section (duodenum, jejunum, ileum, and colon) was stored at room temperature in 10% phosphate-buffered formaldehyde for histopathological assessment; another was immediately frozen in liquid nitrogen and kept at −80°C for gene and protein profiling.

### 2.3. Histology

The histopathological assessment of the full thickness intestinal sections (duodenum, jejunum, ileum or colon) and the scoring method have been described previously [17]. This method produces a histological injury score (HIS) for each sample. It is the sum (total HIS) of principal histological aspects (inflammatory cell infiltration, tissue destruction, and tissue repair). A total HIS score of each intestinal section from 0–3 was regarded as no inflammation, from 4–6 as moderate inflammation and ≥7 as severe inflammation.

### 2.4. RNA Isolation, Microarray Hybridization, and Analysis

RNA isolation and microarray hybridization have been described previously [17]. The microarray experiment used 15 arrays based on the histopathological assessment of the colon: three colon samples of *Il10* ^−/−^ mice at 7 weeks of age (no colitis), four of *Il10* ^−/−^ mice at 12 weeks of age (moderate colitis), four of C57 mice at 7 weeks of age (no colitis), and four of C57 mice at 12 weeks of age (no colitis). At 7 weeks of age, one *Il10* ^−/−^ mouse died of unknown causes and two others were already showing moderate signs of colon inflammation and were thus excluded. Each individual RNA sample was hybridized with a reference sample onto the array. Array data were submitted to the Gene Expression Omnibus, accession number GSE17990.

Statistical analysis and quality assessment of the microarray data were performed using linear models for microarray analysis (limma) within the Bioconductor framework as described previously [17]. All arrays passed the quality control and were included in the analyses. Intensity ratios for all microarray spots were normalized using a local linear regression analysis (LOESS) to remove the effect of systematic variation in the microarrays and no background correction was necessary due to homogeneous hybridization. The normalized array data of each time point were log_2_-transformed and averaged. For each comparison of interest (*Il10* ^−/−^ versus C57 mice 7 weeks and *Il10* ^−/−^ versus C57 mice 12 weeks), a list of differentially expressed genes was generated.

### 2.5. Quantitative RT-PCR

Quantitative RT-PCR (qRT-PCR) has been described previously [17]. Ten genes (ATP-binding cassette subfamily B member 1, *Abcb1A*; aldehyde dehydrogenase 1 family member A1, *Aldh1A1*; carboxylesterase 2, *Ces2*; fatty acid binding protein 2, *Fabp2*; insulin-like growth factor binding protein 5, *Igfbp5*; interleukin 1 beta, *Il1B*; matrix metallopeptidase 13, *Mmp13*; *Ppara,* sterol regulatory element binding protein 1, *Srebf1* and sulfotransferase family 1A phenol-preferring member 1, *Sult1A1*) were used for quantification and microarray verification. Genes were selected to include both significantly and non-significantly regulated genes pertaining to pathways affected by inflammation, for example, those related to detoxification, transport, immunity, or metabolism. The primer sequences for target and reference genes are available upon request. The mRNA expression of all genes reported was normalized to calnexin (*Canx*) gene expression.

### 2.6. Protein Isolation, LC-MS Analysis of Peptides, MS/MS Data Processing, and Analysis

The protein-containing lower layer of the same TRIzol processed sample from which RNA was derived was used for protein isolation and further identification by liquid chromatography and tandem mass spectrometry (LC-MS/MS). The protein pellets stored in 0.3 M guadinine hydrochloride in 95% ethanol were processed according to manufacturer's instructions (TRIzol protocol, Invitrogen) through two washes and a final ethanol wash, and then allowed to air-dry. Resolubilization buffer (7 M urea (BioRad), 2 M thiourea (Sigma), 4% CHAPS (BioRad), 40 mM Tris (Invitrogen)) was added and samples incubated at 22°C, 600 rpm, overnight in a Thermomixer (Eppendorf). After centrifugation, supernatants were used to determine protein concentration using the Bradford protein assay with bovine serum albumin as a standard [21]. Volumes of samples that required pooling were calculated to produce total aliquots of 50 *μ*g per treatment. Gels were run as duplicate biological replicates using the same samples as described for the microarray design. The 50 *μ*g total protein of treatment and control samples were labeled with 200 pmol of cyanine-2 and cyanine-5 dyes (GE Healthcare, Uppsala, Sweden), respectively, as described by the manufacturer. The labeled treatment and control sample were combined to make 100 *μ*g protein and run on Immobiline Drystrips (GE Healthcare, 18 cm, pH 3–11 nonlinear) in an equal volume of 7 M urea, 2 M thiourea, 4% CHAPS, a few grains of Bromophenol Blue (Sigma), 2% pH 3–11 NL IPG buffer (GE Healthcare), and 65 mM DTT buffer (Sigma) to separate the proteins in the first dimension. The first dimension, equilibration, and second dimension were performed as previously described [22]. Precision Plus protein standard plugs (BioRad) were used as molecular weight markers. Immediately after electrophoresis, the gels were washed in double-distilled H_2_O and visualized using a Typhoon (TM) 9400 imager (GE Healthcare). The cyanine-2 images were scanned using a 488 nm laser and a 520 nm band pass 40 emission filter, whereas the cyanine-5 images were scanned using a 633 nm laser and a 670 nm band pass 30 emission filter. All gels were scanned at a resolution of 200 *μ*m, and analyzed using Phoretix 2D Evolution software (Nonlinear Dynamics). Staining was performed by placing gels into modified Neuhoff colloidal Coomassie stain (17% ammonium sulphate, 3% phosphoric acid, 34% methanol, 0.1% Coomassie G-250) [23], after which gels were dried on glass plates at room temperature under cellophane and stored.

Differentially expressed proteins were only flagged as significant where the fold abundance for each biological replicate changed in the same direction and either both gave a value either <−1.5- or >1.5- fold, or where one biological replicate gave a value <−2-or >2-fold and the other biological replicate gave a value <−1.3 or >1.3. Significant protein spots were excised from the dried gels, rehydrated in deionized water, and digested with trypsin. Briefly, 25 mM ammonium bicarbonate in 50% acetonitrile was added to the gel pieces which were then incubated in a Thermomixer (1400 rpm, 22°C, 10 minutes) with up to two repeats of this step, depending on the density of the original staining. The gel pieces were then dried in a vacuum centrifuge (Speedyvac) and rehydrated at room temperature in a trypsin/HCl mix (20 *μ*L trypsin of a stock made from 25 *μ*g vial of Roche modified trypsin (sequencing grade) in 50 *μ*L 1 mM HCl (BDH), 200 *μ*L NH_4_HCO_3_ (Sigma) pH 8.0, 10 *μ*L 100% acetonitrile (BDH)). Following overnight incubation in the Thermomixer (37°C, 600 rpm), 30 *μ*L of 5% formic acid (Pierce) in 50% acetonitrile (Sigma) was added to the gel pieces which were sonicated for 5 minutes. The samples were briefly centrifuged and the supernatent removed which was repeated twice. Two additional extractions in formic acid/acetonitrile were repeated and pooled. Recovered peptides were concentrated by reducing the final volume of the extracts to approximately 10 *μ*L in a vacuum centrifuge, followed by resuspension to a volume of 20 *μ*L with formic acid/acetonitrile. The peptide solutions were stored at −20°C until MS was performed.

Tryptic peptides were separated and analyzed using an Ettan multidimensional liquid chromatography system (GE Healthcare) coupled to an LTQ linear ion trap mass spectrometer with a nanospray ionisation interface (ThermoQuest, Finnigan, San Jose, CA, USA). Samples (2 *μ*L) were injected onto a 300 *μ*m ID × 5 mm trap column (Zorbax 300-SB C18) for in-line desalting and separated on a nanoscale reverse phase chromatography column 75 *μ*m ID × 150 mm, 3 *μ*m (LC Packings, San Francisco, CA, USA) in high-throughput configuration at 280 nL/minute with a linear gradient from 0 to 60% B over 50 minutes (A: 0.1% formic acid; B: 84% acetonitrile and 0.1% formic acid). Data were acquired using a top 3 experiment in data-dependent mode with dynamic exclusion enabled.

MS/MS data were analyzed using TurboSEQUEST protein identification software [24, 25] and spectra were searched against the NCBI (National Center for Biotechnology Information) *Mus musculus* database. Modifications were set to allow for the detection of oxidized methionine (+16) and carboxyamidomethylated cysteine (+57). The criteria used for a positive peptide identification for a doubly charged peptide were a correlation factor (XCorr) >2.0, a delta cross-correlation factor (dCn) >0.1 (indicating a significant difference between the best match reported and the next best match), and a high preliminary scoring (Sp). For triply charged peptides the correlation factor threshold was set at 2.5. All matched peptides were confirmed by visual examination of the spectra.

### 2.7. Bioinformatics Analysis of Pathways and Functions

IPA (Version 7.0, Ingenuity Systems Inc., Redwood City, CA, USA) was used for pathway, network, and functional analyses of differentially expressed probes in the microarray dataset as described previously [17] and of differentially expressed proteins. EASE (software version 2.0, National Institutes of Health, USA) was used to identify enriched biological themes within gene lists using GO category over-representation analysis [26]. A stringent set of gene probes differentially expressed according to the microarray analysis were uploaded into EASE along with a list of all genes on the microarray to test for over-representation of annotation classes. An EASE score (adjusted Fisher's exact test for statistical significance) was calculated for likelihood of over-representation of hierarchical categories based on biological processes, molecular functions, and cellular components using the GO public database. Gene categories with an EASE score <0.05 and an FDR or *q* < 0.05 were considered to be significantly over-represented. The data files containing gene and protein identifiers (gene and protein accession number) and the corresponding changes in expression levels were uploaded into the IPA program. Genes and proteins from the dataset that satisfied the cut-off criteria of FC ≥ 1.5 (up- or down-regulated), FDR or *q* < 0.05, and FC ≥ 1.5, respectively, were considered for analyses. Pathways were considered to be affected by the development of colon inflammation when the probability value calculated by the Fisher's exact test was <0.01 and where at least 20% of the genes from a particular pathway were differentially expressed in the microarray dataset.

### 2.8. Statistical Analysis

All statistical analyses (body weight, dietary intake, HIS, and qRT-PCR data) were performed using ANOVA in GenStat (10th edition, VSN International, Hemel Hempstead, UK), on log-transformed data where necessary in cases of unequal variances. A probability value of less than 0.05 was considered as significant while a probability value greater than 0.05 but lower than 0.10 was considered a trend.

## 3. Results

### 3.1. Animal Body Weight and Dietary Intake

There was no difference between *Il10* ^−/−^ and C57 mice in terms of average body weight at the beginning of the experiment (16.5 ± 0.3 versus 16.9 ± 0.2 g, Table 1). During the course of the experiment, *Il10* ^−/−^ mice gained weight more slowly (with a loss in body weight observed between 12, and 14 weeks of age) than C57 mice, resulting in a lower average body weight at 7, 8.5, 10, 12, and 14 weeks of age when compared to the C57 mice. This was significant (*P* < 0.05) at 10, 12, and 14 weeks of age. Dietary intake was not different between *Il10* ^−/−^ and C57 mice at any time point in the study (Table 1).

### 3.2. Development and Characterization of Intestinal Inflammation

Histological analysis showed that the average total HIS in *Il10* ^−/−^ mice was highest in the colon, and only two mice displayed moderate inflammation in the ileum. No signs of inflammation were observed in the duodenum or jejunum of *Il10* ^−/−^ mice or in any of the different intestinal sections of C57 mice (Figure 1). Therefore, statistical analysis was performed on the colon tissue of *Il10* ^−/−^ mice. There was a significant difference in the average total HIS in the colon between *Il10* ^−/−^ and C57 mice at 8.5, 10, 12 and 14 weeks of age. Two *Il10* ^−/−^ mice at 7 weeks of age showed initial signs of colon inflammation, but not the other three mice (Table 2). Most *Il10* ^−/−^ mice developed moderate colitis already by 8.5 weeks of age. It became apparent that the average total colon HIS of *Il10* ^−/−^ mice increased over time peaking between 10 and 12 weeks of age, and a decrease between 12 and 14 weeks of age.

Colitis was mainly characterized by inflammatory cell infiltration (monocytes and neutrophils) but also featured tissue destruction (crypt loss and oedema) and tissue repair (hyperplasia). The colon of *Il10* ^−/−^ mice was highly inflamed by 10 weeks of age and showed moderate inflammation by 12 and 14 weeks of age (Figure 1). The total colon HIS in 10-week-old *Il10* ^−/−^ mice was significantly higher (*P* < 0.05) and a trend was observed at 12 weeks of age (*P* = 0.07) compared to 7-week-old *Il10* ^−/−^ mice. There was also less variability in the individual colon HIS at 8.5, 10, and 12 weeks compared to 7 and 14 weeks of age. The inflammatory lesions were transmural involving most layers of the intestinal wall. There was thickening of the mucosal layer and formation of crypt abscesses with loss of goblet cells (Figure 2).

### 3.3. Inflammation-Induced Changes in Expression Profiles

Seven and 12 weeks of age were chosen to assess changes in colon gene and protein expression because these two time points represented no inflammation (7 weeks of age) in most of the mice (two mice with signs of inflammation were excluded) and moderate inflammation (12 weeks of age) in *Il10* ^−/−^ mice. 

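The colon gene values come from 15 two-colour Agilent arrays with 1 mouse on each: 4 C57 and 3 *Il10* -/- mice at 7 weeks, and 4 C57 and 4 *Il10* -/- mice at 12 weeks. Colon RNA in Cy3 was set against a Cy5 pool of RNA from several mouse tissues and fetus. The deposited value is the authors' log2 ratio of colon over pool, loess-normalised within each array without background correction. Genes of the liver, a tissue of the pool, lie at array medians of −3.79 to −2.98 (15 genes). Kidney genes lie at −2.32 to −1.54 (14 genes), and colon genes at −0.11 to 0.39 (16 genes), which puts colon RNA in the numerator. Fetus genes, at −0.13 to 0.04 (15 genes), lie near the colon genes and do not separate the colours. *Il10* itself, the deleted gene, has 1 feature with values from −0.17 to 0.25 over all mice. Its log2 difference between genotypes is 0.14 ± 0.08 at 7 weeks and 0.13 ± 0.08 at 12 weeks (mean ± SE, neither called), and the feature need not lie in the deleted part of the gene.

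Features with a value number 41933 to 42147 in 4 C57 mice at 7 weeks (median 42140.5), 41949 to 42017 in 3 *Il10* -/- mice at 7 weeks (median 41954), 41687 to 42104 in 4 C57 mice at 12 weeks (median 42046.5) and 42106 to 42146 in 4 *Il10* -/- mice at 12 weeks (median 42139.5). Of 44290 features, 42128 had values on 2 or more arrays of every group and were tested. The 32016 of them that list 1 gene were averaged to 19076 genes. limma fitted the 4 groups together with 11 residual degrees of freedom. A gene is called at a fold of 1.5 or more and an adjusted p under 0.05, the paper's thresholds. With changes planted in 50 simulated genes per fold, 34% of the 1.5-fold and 94% of the 2-fold changes were called at 7 weeks, and 54% and 96% at 12 weeks. The planted 1.5-fold change equals the fold threshold, so many of its estimates fall short of the threshold whatever the number of mice. A gene near the threshold that is not called may therefore still differ. Groups follow the array titles, which give genotype, age and mouse number as the methods do. The characteristics field gives the same strain and age for all 15 arrays and was set aside.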

Pathway and network analysis using IPA was conducted on the transcriptome and proteome data. The transcriptome data were also subjected to GO analysis using EASE to confirm and further support the IPA analysis. 

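In the colon of 7-week-old *Il10* -/- mice (n = 3), 268 genes were higher and 194 lower than in C57 mice of that age (n = 4). At 12 weeks (n = 4 and 4) 287 were higher and 195 lower. The share of higher genes was 58.0% at 7 weeks and 59.5% at 12 weeks. Interferon-induced genes are among the 10 largest rises at both ages (log2 difference ± SE at 7 and 12 weeks): the GTPase genes *Iigp1* (3.82 ± 0.21 and 4.25 ± 0.20) and *Igtp* (2.79 ± 0.26 and 3.13 ± 0.25), and *Ubd* (2.89 ± 0.19 and 3.74 ± 0.17), which encodes a ubiquitin-like protein. The epithelial genes *Clca4a* (3.27 ± 0.43) and *Clca4b* (2.71 ± 0.45), calcium-activated chloride channel regulators, belong to these 10 at 7 weeks. At 12 weeks their differences of 0.78 ± 0.40 and 0.41 ± 0.42 were not called, though that of *Clca4a* was without mouse 95. Among the falls, *S100g* (−4.67 ± 0.24 and −1.82 ± 0.22) encodes a calcium-binding protein of absorptive cells and *Cyp4b1* (−2.51 ± 0.22 and −2.16 ± 0.20) a cytochrome P450. The largest fall at 12 weeks was that of *Hao2* (−2.45 ± 0.28), a peroxisomal oxidase gene.

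The *Hox* genes *Hoxa9* (0.79 ± 0.12), *Hoxa10* (1.08 ± 0.13) and *Hoxa11* (0.81 ± 0.13), which mark the distal gut, were higher in *Il10* -/- mice at 7 weeks, and none was called at 12 weeks. Counted by probe, 903 changed at 7 weeks (60.6% higher) and 1035 at 12 weeks (64.5% higher). Every *Il10* -/- mouse lay beyond every C57 mouse for 457 of the 462 genes at 7 weeks and 432 of the 482 at 12 weeks. These genes were called by their difference in the same mice, so their separation is not separate evidence. The order of the gene counts depends on the fit: with only the compared groups in the model, 491 genes were called at 7 weeks and 448 at 12 weeks.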

As expected, at the gene level, more changes were observed at 12 weeks than at 7 weeks of age in *Il10* ^−/−^ mice compared to C57 mice of the same age, with genes mostly being up-regulated at each time point in the colon of *Il10* ^−/−^ mice. Those gene changes are illustrated in Figure 3 which shows the genes over-represented in the EASE analysis when comparing *Il10* ^−/−^ and C57 mice at 7 and 12 weeks of age. 

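Of the 726 genes called at either age, 130 were higher in *Il10* -/- mice at both ages and 85 lower at both. Independent lists would share 4.03 and 1.98. Shared rises include *Trim15* (2.37 ± 0.26 and 1.79 ± 0.24), a ubiquitin ligase gene, and shared falls *Hkdc1* (−1.88 ± 0.27 and −1.92 ± 0.25), a hexokinase gene, *Nceh1* (−1.78 ± 0.18 and −1.39 ± 0.17), a cholesterol ester hydrolase gene, and *Cyp2c29* (−2.06 ± 0.21 and −1.97 ± 0.19), a cytochrome P450 gene (log2 difference ± SE at 7 and 12 weeks, 3 and 4 *Il10* -/- against 4 C57 mice at each age). The genes called at 1 age number 244 for 7 weeks and 264 for 12 weeks. The difference between ages itself passed the test in 53 and 82 of them. 3 genes changed in opposite directions: *Aqp8* (2.81 ± 0.46 and −2.21 ± 0.42), a water channel gene of surface colonocytes, *Iglv1* (−1.16 ± 0.22 and 1.64 ± 0.21), an immunoglobulin light chain gene, and *Prr15*. *Prr15* was picked after the values were seen. Across all genes the 7- and 12-week log2 differences correlate with r = 0.516, and across the called genes with r = 0.720. The ages share no mice, so no control enters both differences.

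**Figure D1:**
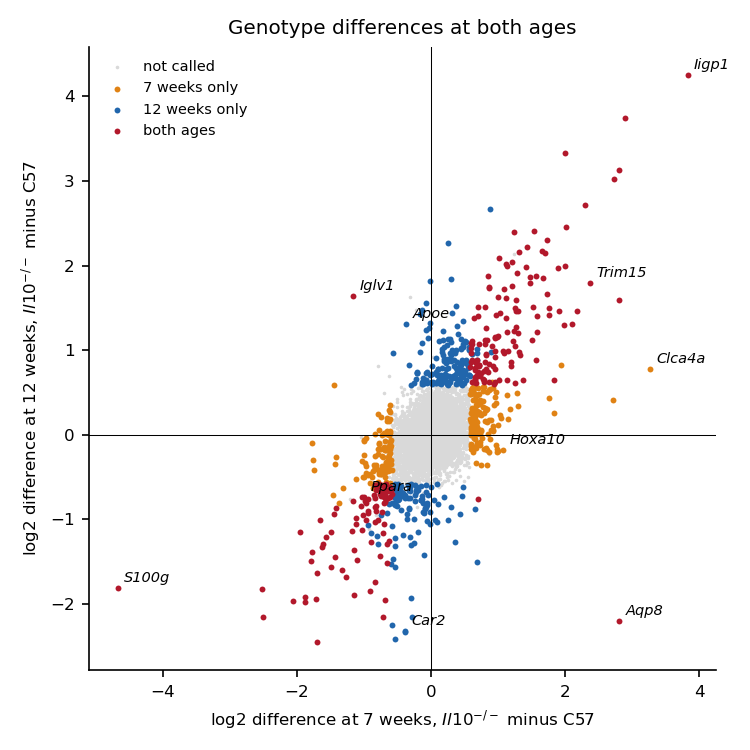
Log2 difference between *Il10* -/- and C57 mice at 12 weeks against that at 7 weeks, 1 point per gene. Colours mark genes called at both ages, at 7 weeks only and at 12 weeks only, and grey marks the other genes.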

The mean expression of selected genes obtained by qRT-PCR mostly confirmed the changes in expression levels from the microarray analysis. 

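On the arrays, the drug efflux pump gene *Abcb1a* was lower in *Il10* -/- mice at both ages, with log2 differences (± SE) of −1.78 ± 0.18 at 7 weeks (3 *Il10* -/- and 4 C57 mice, adjusted p = 2.8e-05) and −1.50 ± 0.14 at 12 weeks (4 and 4, adjusted p = 9.0e-06). The fatty acid carrier gene *Fabp2* fell by 0.91 ± 0.22 at 7 weeks, a call lost without mouse 75 or 78, and by 1.85 ± 0.20 at 12 weeks. The sulfotransferase gene *Sult1a1* (−1.70 ± 0.42 and −1.63 ± 0.39, at 7 weeks call lost without mouse 43, 44, 75 or 78) was lower at both ages. *Aldh1a1*, a retinaldehyde dehydrogenase gene, was lower at 12 weeks (−1.56 ± 0.22), while its 7-week difference of −0.54 ± 0.24 was not called. *Mmp13*, a collagenase gene, rose at 12 weeks (0.81 ± 0.19, call lost under a fit of the compared groups only) and stood at 0.01 ± 0.20 at 7 weeks. For *Aldh1a1* and *Mmp13* the difference between ages was not called (adjusted p = 0.12 and 0.14), and for both it is called without mouse 95. Of the 2 features of *Fabp2*, 1 sits on 6 arrays at a value that other bright features share, which leaves the size of the averaged fall uncertain. The other, on no array at that value, differs by −0.91 at 7 weeks and −2.49 at 12 weeks.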

The changes in expression levels of *Ces2*, *Il1B*, *Igfbp5,* and *Srebf1* genes became significant in the colon of 7-week-old and 12-week-old *Il10* ^−/−^ mice, respectively by using the more sensitive qRT-PCR analysis (Table 3). 

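Of the carboxylesterase genes, *Ces2b* was lower in *Il10* -/- mice at 7 weeks (log2 difference −0.76 ± 0.22, call lost on leaving out any 1 of 6 mice) and at 12 weeks (−1.44 ± 0.20, adjusted p = 2.2e-04), with 3 and 4 *Il10* -/- and 4 C57 mice at each age. *Ces2e* fell at 12 weeks (−0.66 ± 0.11), while its 7-week difference of −0.19 ± 0.12 was not called. *Ces2a* was called at neither age (−0.06 ± 0.12 and −0.14 ± 0.12). The interleukin gene *Il1b* rose at 12 weeks by 2.67 ± 0.35 (adjusted p = 1.2e-04). Its 7-week difference of 0.88 ± 0.38 was not called (adjusted p = 0.19), though it passed with only the compared groups in the model. *Igfbp5*, a growth factor binding protein gene, stood at −0.24 ± 0.19 and 0.30 ± 0.17, and the lipogenic regulator gene *Srebf1* at 0.04 ± 0.10 and 0.04 ± 0.09, neither called at either age. Both *Srebf1* values lie several SE under the 1.5-fold threshold.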

Only four consistent protein expression changes were identified at 7 weeks of age in a direct comparison of *Il10* ^−/−^ versus C57 mice across the pooled biological replicates (pool 1 and pool 2), with two decreased and two increased in expression levels. Of these, only two met the threshold criteria and were visible after staining for spot picking and subsequent identification. At 12 weeks of age, 44 consistent protein expression changes were observed in *Il10* ^−/−^ versus C57 mice across the pooled biological replicates (pool 1 and pool 2) with 22 decreased and 22 increased in expression levels. Here, 42 protein expression changes met the threshold criteria and were selected for subsequent identification. The combined 44 spot-features identified over the two time points represented 40 unique proteins (excluding multiple isoforms due to post-translational modifications) and are shown in the gel image depicted in Figure 4, and listed in Table 4. In seven cases, two or more proteins or protein isoforms were identified in the same 2D gel spot-feature. 

Several of these biological functions and metabolic and signaling pathways have previously been shown to be governed by PPAR*α* after ligand-induced activation, including fatty acid-, lipid and amino acid metabolism, cell cycle, immune response, and cell death both in the small intestine [27] and colon [17].

### 3.4. Gene Ontology, Network/Function, and Pathway Analysis of Colonic Genes and Proteins of *Il10* ^−/−^ and C57 Mice at 7 Weeks of Age

Genes differentially expressed at 7 weeks in the colon of *Il10* ^−/−^ compared to C57 mice were classified into 1493 GO categories. Only 21 of these categories were over-represented based on an EASE score <0.05 and *q* < 0.05; these are listed in Table 5. 

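Sterol synthesis genes stood higher in 7-week-old *Il10* -/- mice (3 against 4 C57 mice): all 19 measured members had positive log2 differences, with a median of 0.40. 3 were called, the same 3 as over the list alone: *Sqle* (0.83 ± 0.13) and *Fdps* (0.66 ± 0.12), enzymes of the squalene branch, and *Idi1* (0.63 ± 0.12, call lost without mouse 78). The list passed with camera adjusted p = 3.8e-10, adjusted p = 0.15 with an estimated correlation. Genes of carbohydrate use moved both ways, with 3 of 25 higher and 3 lower, the same over the list alone. *Hk2* (1.50 ± 0.20), a hexokinase gene, and *Pgk1* (0.86 ± 0.16), a glycolytic kinase gene, were higher, while *Pck1* (−1.42 ± 0.29), the entry gene of gluconeogenesis, and *Fbp1* (−0.65 ± 0.10, call lost under scale normalization or quantile normalization) were lower. That list as a whole was not called (camera adjusted p = 0.13).

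Genes of the list of PPAR*α* targets and fatty acid oxidation were lower, with 4 of 32 called (5 over the list alone) and a median of −0.33. The largest called fall was that of *Acaa2* (−1.02 ± 0.17), the last enzyme of mitochondrial beta-oxidation, and the list gave camera adjusted p = 3.9e-06, adjusted p = 0.25 with an estimated correlation. Detoxification genes fell too: 11 of 47 called lower (12 over the list alone) and none higher, among them the cytochrome P450 gene *Cyp2c55* (−2.52 ± 0.34) and the sulfotransferase genes *Sult1c2* (−1.88 ± 0.10) and *Sult1d1* (−1.14 ± 0.20) (camera adjusted p = 3.1e-07, adjusted p = 0.19 with an estimated correlation). No gene of mitochondrial oxidative phosphorylation was called by limma, with 9 of 28 higher and 0 lower at unadjusted p under 0.05. The median of 0.08 gave camera adjusted p = 0.016, adjusted p = 0.25 with an estimated correlation, a call also lost among the more variable genes only. By the other list test, fry, the adjusted p was 0.021. Some members of that list sit at a value that bright features of an array share, so their differences say little of the gene.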

The EASE analysis of gene expression indicated that several biological processes were over-represented such as antigen presentation, carbohydrate, and lipid metabolism for energy utilization and steroid metabolism. Over-represented functional categories included MHC class II receptor activity. 

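MHC class II genes were higher in the colon of 7-week-old *Il10* -/- mice (n = 3) than of C57 mice (n = 4). Of 12 measured members 7 were called higher and 0 lower, the same 7 over the list alone, with a median log2 difference of 0.70. Largest were the peptide exchange gene *H2-DMb1* (2.30 ± 0.10) and the invariant chain gene *Cd74* (2.01 ± 0.16). The alpha and beta chain genes *H2-Eb1* (1.32 ± 0.14), *H2-Ab1* (1.13 ± 0.11) and *H2-Aa* (0.80 ± 0.10) rose less (log2 difference ± SE), and *H2-DMa* (0.60 ± 0.07, call lost under quantile normalization or array weights or without mouse 46, 75 or 77) only just passed the fold threshold. As a list they gave camera adjusted p = 2.9e-12, and adjusted p = 0.018 with an estimated correlation. Class II genes are expressed by antigen-presenting cells and, under interferon, by the epithelium, so a bulk value does not separate these sources.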

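Genes of antimicrobial defence were higher in 7-week-old *Il10* -/- mice (n = 3) than in C57 mice (n = 4), with 7 of 22 called and 0 lower (7 over the list alone, median log2 difference 0.48). *Retnlb*, a goblet cell gene whose protein acts against bacteria, rose by 2.80 ± 0.23 (SE), *Pla2g5*, a secreted phospholipase gene, by 2.18 ± 0.11, and the calprotectin genes by 2.00 ± 0.37 (*S100a9*) and 1.53 ± 0.38 (*S100a8*, call lost without mouse 43 or 78), which are also markers of neutrophils. The list gave camera adjusted p = 3.4e-06, and adjusted p = 0.044 with an estimated correlation. Cytokine and chemokine genes had 2 of 30 called higher (4 over the list alone), a median of 0.17 and camera adjusted p = 3.1e-04. Over all lists, 13 of 17 pathway lists changed at 7 weeks, 11 higher and 2 lower, and 6 of 12 cell type lists, 3 higher and 3 lower. With the correlation between genes estimated from these arrays, 5 of the 29 lists were called, all of them higher: class II presentation, Toll-like receptor signaling, antimicrobial defence, apoptosis and cytokines.

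**Figure D2:**
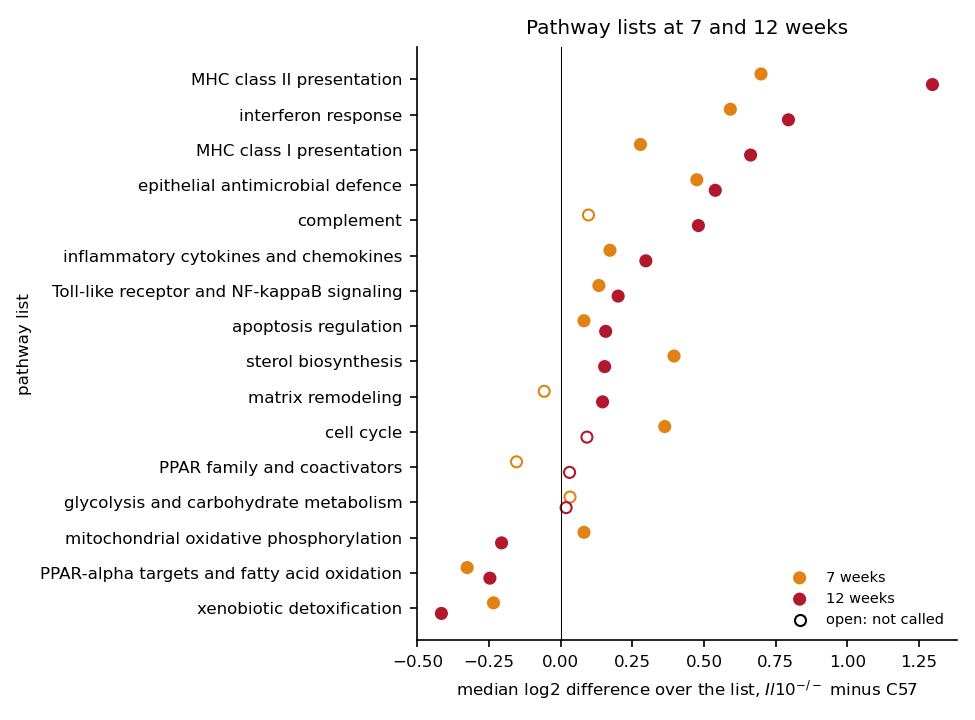
Median log2 difference between *Il10* -/- and C57 mice over the measured genes of each pathway list reported here, at 7 and 12 weeks. Filled points passed camera at an adjusted p under 0.05, open points did not.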

Most of the colonic genes in these GO categories showed up-regulated expression in *Il10* ^−/−^ compared to C57 mice at 7 weeks of age.

In IPA, 50 networks were generated from the genes differentially expressed in the colon of *Il10* ^−/−^ mice relative to C57 mice at 7 weeks of age. 

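Mitosis genes were higher in 7-week-old *Il10* -/- mice than in C57 mice (3 against 4 mice): 8 of 32 measured cell cycle genes were called higher and 0 lower (9 higher over the list alone), with a median log2 difference of 0.36. They include the mitotic kinase gene *Plk1* (1.03 ± 0.19), the cyclin gene *Ccna2* (0.93 ± 0.20) and the proliferation marker *Mki67* (0.92 ± 0.20, call lost without mouse 78). The cell cycle list gave camera adjusted p = 2.1e-10, adjusted p = 0.25 with an estimated correlation. By 12 weeks (4 against 4 mice) 1 member was higher, and the list was not called (camera adjusted p = 0.12). Genes of cell death had 3 of 29 higher and 0 lower, the same over the list alone, with a median of 0.08 and camera adjusted p = 3.1e-05 (adjusted p = 0.022 with an estimated correlation). These were the inflammatory caspase gene *Casp4* (1.32 ± 0.15), the death receptor gene *Fas* (0.94 ± 0.08) and the anti-apoptotic gene *Bcl2a1b* (0.71 ± 0.11). Cell cycle values spread within groups: the list mean is 0.02 in mouse 77 of the *Il10* -/- group and −0.02 in mouse 46 of the C57 group.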

The themes of the five highest scoring networks (*P* < 0.05 using Fisher's exact test) which encompassed the highest number of differentially expressed genes in the transcriptome dataset were cancer, cell cycle, growth, proliferation, and death and cell-mediated immune response (Table 6). As there were only two proteins (adenylate cyclase-associated protein 1 and glutamate dehydrogenase 1) that had lower abundance, and one protein (peroxiredoxin) with higher abundance between *Il10* ^−/−^ and C57 mice (both at 7 weeks of age), no network analysis was carried out for protein in IPA. 

The most significantly regulated pathways in IPA containing most of the differentially expressed genes (20%) included antigen presentation (MHC class II genes such as *Hla*-*Dm*, *Hla*-*Dq*, and *Hla*-*Dr* members) and interferon signaling pathway for which the expression levels of genes were mostly increased (Table 7).

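Among the gene lists, the interferon response had the most rises in 7-week-old *Il10* -/- mice (3 against 4 C57 mice): 18 of 36 measured genes were called higher and 0 lower (18 and 1 over the list alone), with a median log2 difference of 0.59. Next to the GTPase genes, the chemokine gene *Cxcl10* (1.66 ± 0.19) and the tryptophan-degrading enzyme gene *Ido1* rose. For the whole list, camera adjusted p = 6.1e-19, adjusted p = 0.14 with an estimated correlation. C57 mouse 43 has a list mean of 0.15, against −0.54 to −0.36 in the other 3 C57 mice. The class I antigen presentation list had 4 of 26 genes higher and 0 lower, the same over the list alone, and a median of 0.28. The immunoproteasome genes *Psmb9* (1.43 ± 0.15) and *Psmb8* (1.23 ± 0.12) and the class I chain gene *H2-Q8* (0.97 ± 0.09) were called, while *H2-D1* (0.51 ± 0.09), another class I chain gene, stayed under the fold threshold. For that list adjusted p = 4.0e-09, adjusted p = 0.14 with an estimated correlation. Members of both lists respond to the same cytokine and can move together between mice, which the preset correlation takes in only in small part.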

### 3.5. Gene Ontology, Network/Function, and Pathway Analysis of Colonic Genes and Proteins of *Il10* ^−/−^ and C57 Mice at 12 Weeks of Age

At 12 weeks, differentially expressed genes were classified into 1570 GO categories and 32 of these categories were significantly over-represented with an EASE score <0.05 and *q* < 0.05 and are listed in Table 8. Genes in biological process categories associated with defense response to biotic (e.g., pathogen) stimulus or stress were the most over-represented among the up-regulated genes, followed by humoral and innate immune response and antigen presentation. 

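Antibacterial genes were higher in 12-week-old *Il10* -/- mice (n = 4) than in C57 mice (n = 4). Of 22 measured members of the antimicrobial list 8 were called higher and 0 lower (10 over the list alone), with a median log2 difference of 0.54. The calprotectin genes *S100a9* (3.33 ± 0.35) and *S100a8* (2.41 ± 0.35), carried by neutrophils and inflamed epithelium, rose, as did *Retnlb* (1.59 ± 0.21) and *Pla2g5* (1.47 ± 0.10). The list gave camera adjusted p = 8.5e-10, and adjusted p = 0.0066 with an estimated correlation. The rise of *Pla2g5* was smaller than at 7 weeks (−0.71 ± 0.15, call lost under quantile normalization or without mouse 78). The single *Retnlb* feature sits, in the *Il10* -/- mice, at a value that bright features of the same array share, which leaves the size of its rises uncertain. Over all lists, 13 of 17 pathway lists changed at 12 weeks, 10 higher and 3 lower, and 7 of 12 cell type lists, 4 higher and 3 lower. With estimated correlations 14 of the 29 were called.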

Genes assigned to protein activation, such as post-translational changes targeting membrane proteins, were also over-represented, and were mostly up-regulated in *Il10* ^−/−^ compared to C57 mice.

In IPA, 48 networks were generated from the colonic genes differentially expressed in *Il10* ^−/−^compared to C57 mice at 12 weeks of age. In Table 6, the top 3 biological functions for the most significant transcriptomic and proteomic networks are shown. These transcriptomic and proteomic networks share the following biological functions: cell-mediated immune response is represented in transcriptome 4 and proteome 1, cancer is represented in transcriptome 2 and proteome 3, and cell-to-cell signaling and interaction is represented in transcriptome 1 and 4. Thus, the theme linking transcriptomic and proteomic networks is cell migration and changes in tissue structure (implications for actin cytoskeleton dynamics) as well as cell death with associated inter- and intracellular signaling and initiation of the immune response.

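Matrix metalloproteinase genes rose in 12-week-old *Il10* -/- mice (4 against 4 C57 mice): *Mmp3* (1.52 ± 0.26), *Mmp10* (1.06 ± 0.22) and *Mmp7* (0.88 ± 0.19) are among 4 of 32 matrix genes called higher, with 0 lower (4 over the list alone, camera adjusted p = 1.3e-04, adjusted p = 0.080 with an estimated correlation). At 7 weeks (3 against 4 mice) 1 matrix gene was lower, the inhibitor gene *Timp2* (−0.86 ± 0.20, call lost without mouse 75 or 78), and none higher (1 higher and 1 lower over the list alone), and the list was not called (camera adjusted p = 0.17).

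Contractile genes of smooth muscle fell in the same 12-week-old mice, with 6 of 17 lower and 0 higher, the same over the list alone, and a median log2 difference of −0.46. They include the myosin light chain kinase gene *Mylk* (−0.72 ± 0.15), *Myh11* (−0.87 ± 0.21, call lost under a fit of the compared groups only) and the tropomyosin gene *Tpm2* (−0.94 ± 0.25, call lost under a fit of the compared groups only or on leaving out any 1 of 5 mice). For the list adjusted p = 4.8e-06, adjusted p = 0.23 with an estimated correlation. Mouse 95 has a list mean of 0.09, against −0.51 to −0.32 in the other 3 *Il10* -/- mice and −0.21 to 0.37 in C57 mice.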

The most significantly regulated pathways in IPA featuring most of the differentially expressed genes (20–40%) included signaling processes (Table 7). 

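Interferon-response genes were higher in 12-week-old *Il10* -/- mice (4 against 4 C57 mice), with 20 of 36 measured called higher and 0 lower, the same over the list alone, and a median log2 difference of 0.79 (camera adjusted p = 1.8e-29, and adjusted p = 0.031 with an estimated correlation). *Cxcl10* (2.18 ± 0.18), a chemokine gene for T cells, is among them. Cytokine and chemokine genes rose too, with 8 of 30 called, among them the T cell chemoattractant gene *Ccl5* (1.22 ± 0.15), the lymphotoxin gene *Ltb* (1.01 ± 0.13) and the monocyte chemoattractant gene *Ccl2* (1.01 ± 0.20), next to *Il1b*. None of that list was lower, its median was 0.30 and its adjusted p = 2.2e-08 (adjusted p = 0.0011 with an estimated correlation). For *Ccl5* and *Ltb* the rise was larger than at 7 weeks (1.05 ± 0.22, call lost under its most variable probe or without mouse 78, and 0.84 ± 0.19, call lost on leaving out any 1 of 6 mice).

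Macrophage and dendritic cell genes had 9 of 23 members higher and 0 lower, the same over the list alone, with a median of 0.43. Examples are the fungal glucan receptor gene *Clec7a* (1.74 ± 0.08), *Aif1* (1.11 ± 0.12), the lysozyme gene *Lyz2* (0.94 ± 0.14) and the signaling adaptor gene *Tyrobp* (0.88 ± 0.14). A feature of *Lyz2* sits on 6 arrays at a value that bright features share, which leaves the size of the averaged rise uncertain. Its other feature, on no array at that value, differs by 0.83. The list gave adjusted p = 6.6e-15, and adjusted p = 0.035 with an estimated correlation. More phagocytes in the tissue and more transcript per cell would both raise such values.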

The signaling pathways included antigen presentation pathway (MHC class I, e.g., *Hla* members and MHC class II, e.g., *Hla-Dm*, *Hla-Dq*, *Hla-Dr* members, genes); graft-versus-host disease signaling and allograft rejection signaling (e.g., *Il1B*, *Tnfa*), interferon signaling (e.g., *Ifng*), role of RNA-dependent protein kinase (PKR) in interferon induction and antiviral response (e.g., *Bcl*), dendritic cell maturation and complement system, and the genes in those pathways were mostly up-regulated.

## 4. Discussion

This study characterizes colitis onset and progression at the histopathological, transcriptome, and proteome level in bacterially inoculated *Il10* ^−/−^ mice (C57BL/6J background). Here, we show that most *Il10* ^−/−^ mice developed moderate colitis already by 8.5 weeks of age and severe colitis peaking between 10 and 12 weeks of age when compared to 7-week-old *Il10* ^−/−^ mice. The nature of colon inflammation was similar to that displayed by conventionally housed *Il10* ^−/−^ mice on the same genetic background not subjected to bacterial inoculation and represented features characteristic of human CD [16]. Several aspects of innate and adaptive immune responses were affected at the gene expression level before (7 weeks of age) and after (12 weeks of age) colitis onset in *Il10* ^−/−^ mice. These findings agree with the inflammatory and immune responses observed in CD patients who have a defective interaction between their innate mucosal immune system and luminal bacteria [28]. This study focuses on those pathways linking the gene and protein expression changes such as cytoskeletal rearrangement, cell migration, and innate immunity that underlie colitis development in this *Il10* ^−/−^ mouse model. 

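Before colitis, at 7 weeks (3 *Il10* -/- against 4 C57 mice), few marker genes of immune cells were called. Counts over each list alone are the same unless given. Macrophage and dendritic cell markers had 2 of 23 higher and 0 lower: *Clec7a* (0.87 ± 0.09) and *Aif1* (0.61 ± 0.13, call lost under quantile normalization or genes complete on all arrays only or without mouse 45, 46 or 75), with camera adjusted p = 4.3e-04, adjusted p = 0.33 with an estimated correlation. Neutrophil markers had 3 of 16 higher, *S100a8*, *S100a9* and *Cd177* (0.62 ± 0.11, call lost under quantile normalization or without mouse 78), a surface receptor gene, and none lower (adjusted p = 0.016, adjusted p = 0.15 with an estimated correlation). T cell markers stood at a median log2 difference of 0.00: limma called none, 2 were higher and 0 lower at unadjusted p under 0.05, and the list was not called (adjusted p = 0.56, fry adjusted p = 0.61). At 12 weeks (4 against 4 mice) 7 of 16 T cell markers were higher at unadjusted p under 0.05 and 0 lower, with none called, and the list was higher (adjusted p = 2.7e-04, adjusted p = 0.025 with an estimated correlation, fry adjusted p = 1.5e-04). Neutrophil markers again had 3 higher, with *Cd177* (1.07 ± 0.10) and adjusted p = 0.0026 (adjusted p = 0.043 with an estimated correlation).

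Of 23 markers of absorptive colonocytes, 4 were higher at 7 weeks (5 over the list alone) and none lower, led by the water channel genes *Aqp8* and *Aqp4* (1.76 ± 0.21). That call (adjusted p = 0.016, adjusted p = 0.33 with an estimated correlation) is also lost under quantile normalization and without mouse 78, and fry gave 0.085. At 12 weeks 4 were lower and none higher, among them the carbonic anhydrase gene *Car2* (−2.33 ± 0.18) and the anion exchanger gene *Slc26a3* (−1.50 ± 0.21) (adjusted p = 0.0074, adjusted p = 0.28 with an estimated correlation). Enteroendocrine markers had 3 of 15 lower at 7 weeks and none higher: the granule protein genes *Chga* (−1.76 ± 0.32) and *Chgb* (−1.78 ± 0.46, call lost on leaving out any 1 of 5 mice) and the hormone gene *Sst* (−0.70 ± 0.17, call lost without mouse 44 or 78). The list call (adjusted p = 0.035, adjusted p = 0.42 with an estimated correlation) is lost without mouse 44, 75 or 77 and by fry (0.096), and at 12 weeks limma called no member, with 2 higher and 1 lower at unadjusted p under 0.05 (adjusted p = 0.62, fry 0.70). Goblet cell markers had 1 higher and 1 lower at 7 weeks, *Retnlb* and the kallikrein gene *Klk1* (−0.97 ± 0.22, call lost without mouse 78), and 1 higher at 12 weeks, with neither list called (adjusted p = 0.26 and 0.41).

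Smooth muscle markers had a median of −0.23 at 7 weeks with none called by limma, 1 higher and 3 lower at unadjusted p under 0.05 (adjusted p = 0.035, adjusted p = 0.53 with an estimated correlation, fry 0.28), a list call lost without mouse 44, 75 or 78. Markers of enteric neurons and glia also had none called at 7 weeks, 1 higher and 4 lower at unadjusted p under 0.05 (adjusted p = 0.035, adjusted p = 0.30 with an estimated correlation, fry 0.034), a list call lost with array weights, among the more variable genes or without mouse 44, 46 or 78. At 12 weeks the neuronal list was not called (adjusted p = 0.058), again with no member called by limma and 2 higher and 4 lower at unadjusted p under 0.05 (fry 0.051). Adipocyte markers had 1 of 9 lower at 7 weeks, the lipase gene *Lpl* (−0.78 ± 0.21, call lost under scale normalization or quantile normalization or without mouse 43, 45, 77 or 78), and 1 at 12 weeks, the lipid droplet gene *Cidec* (−1.17 ± 0.33, call lost on leaving out any 1 of 6 mice). Their list was not called at 7 weeks (adjusted p = 0.16), and the 12-week call (adjusted p = 0.040, adjusted p = 0.48 with an estimated correlation) is lost with the most variable probe per gene, without mouse 64, 66 or 92 and by fry (0.20). Of 14 small intestine markers the vitamin receptor gene *Cubn* (−1.66 ± 0.30 and −1.01 ± 0.27, at 12 weeks call lost under scale normalization or a fit of the compared groups only or without mouse 64, 92, 94 or 96) was lower at both ages, and the list was called at neither (adjusted p = 0.058 and 0.074). The distal colon *Hox* list was not called at 7 weeks (adjusted p = 0.27, 3 of 13 higher and 0 lower) or at 12 weeks (adjusted p = 0.14), where limma called no member, 0 were higher and 1 lower at unadjusted p under 0.05 and fry gave 0.12.

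**Figure D3:**
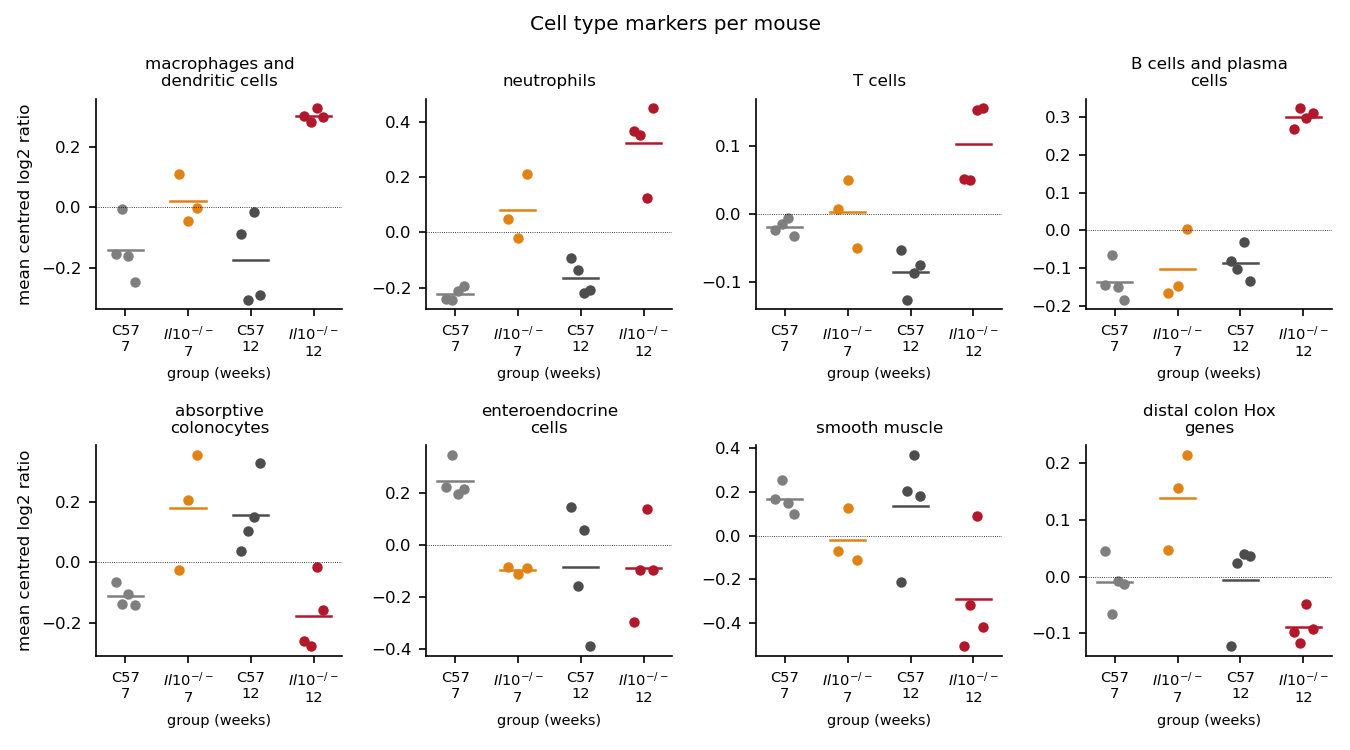
Mean centred log2 ratio per mouse over the markers of 8 cell types, 1 point per mouse, with the group mean as a line. Groups are 4 C57 and 3 *Il10* -/- mice at 7 weeks and 4 of each at 12 weeks.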

Since PPAR*α* has previously been identified as a potential key mediator in inflammation [17], the findings of this study showed that *Ppara* is involved in signaling processes before and after colitis onset likely to control colitis. Further, a potential link between PPAR*α* and IL10 is suggested.

### 4.1. Change in Transcriptomic Profile with Colitis

Increased expression levels of membrane-bound *Tlr2* and *Tlr9* genes in the colon of 12-week-old *Il10* ^−/−^compared to C57 mice were consistent with their reported function. 

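*Tlr2*, a receptor gene for bacterial lipoproteins, was higher in 12-week-old *Il10* -/- mice than in C57 mice, at 1.92 ± 0.28 against 1.01 ± 0.11 (log2 ratio, mean ± SD, n = 4 and 4). The difference was 0.91 ± 0.15 (SE, adjusted p = 7.0e-04). At 7 weeks it was 0.08 ± 0.16 and not called, and the difference between ages was not called either (0.82 ± 0.22, adjusted p = 0.059). That difference is called under scale normalization, with array weights, among the more variable genes or without mouse 46, 75 or 92. *Tlr9*, a receptor gene for bacterial DNA, was higher at 12 weeks by 0.92 ± 0.11 (adjusted p = 3.7e-05). Of 31 measured genes of the Toll-like receptor and NF*κ*B list, 8 were higher and 0 lower at 12 weeks, the same over the list alone, with a median of 0.20 and camera adjusted p = 4.9e-09 (adjusted p = 0.0011 with an estimated correlation). They include the lipopolysaccharide co-receptor gene *Cd14* (0.99 ± 0.09) and the NF*κ*B inhibitor genes *Nfkbie* (0.80 ± 0.08) and *Nfkbia* (0.65 ± 0.10), themselves targets of the pathway. The list holds genes of the paper's Table 7, among them *Tlr2*, *Tlr9*, *Nfkbia*, *Nfkbie*, *Bcl3* and *Mapk13*. Its test at either age is therefore not wholly separate from that table.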

Peptidoglycan and lipoproteins from the cell wall of commensal bacteria are recognized by TLR2 [28]. The underlying abnormal response between the innate immune system to bacterial structures is mediated via TLR and other pattern-recognition receptors which then regulate antigen-specific adaptive immune responses [29]. Dendritic cells, an important cellular component of the mucosal innate immune system, sample intestinal bacteria through pattern recognition with TLR [30]. The recognition of bacterial structures by TLR2 can lead to activation of NF*κ*B-MAPK pathways and interferon regulatory factor family members [31]. This activation in turn induces differentiation of cells producing pro-inflammatory cytokines, such as IFN*γ* and IL17, responsible for CD-like inflammation [28]. 

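At 7 weeks *Tlr9* stood at 0.51 ± 0.21 in 3 *Il10* -/- mice and −0.45 ± 0.17 in 4 C57 mice (log2 ratio, mean ± SD), a difference of 0.96 ± 0.12 (SE, adjusted p = 9.3e-05). The difference between the ages was not called (−0.04 ± 0.16, adjusted p = 0.93). Other genes of the pathway were also higher before colitis: 8 of 31 measured members of the Toll-like receptor and NF*κ*B list, with 0 lower, the same over the list alone, and a median log2 difference of 0.13 (camera adjusted p = 2.1e-07, and adjusted p = 0.0053 with an estimated correlation). Examples are the co-receptor gene *Cd14* (0.95 ± 0.10), the stress kinase gene *Mapk13* (0.82 ± 0.08) and the inhibitor genes *Nfkbia* (0.65 ± 0.11, call lost without mouse 77) and *Nfkbie* (0.59 ± 0.09, call lost under quantile normalization or without mouse 44, 46 or 77). In whole colon these values do not tell apical from basolateral receptor, nor epithelium from immune cells.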

Increased mRNA abundance of the *Tlr9* gene in 7-week and 12-week-old *Il10* ^−/−^ mice compared to C57 mice may be associated with signaling events in order to maintain or reestablish colonic homeostasis, respectively. Lee et al. [31] reported distinct transcriptional responses of TLR9 activation through apical and basolateral surface domains to maintain colonic homeostasis and regulate tolerance and inflammation. Basolateral TLR9 activation of intestinal epithelial cells leads to NF*κ*B signaling, whereas apical TLR9 stimulation prevented NF*κ*B activation. These TLR-dependent innate immune responses seemed to be important in the *Il10* ^−/−^ mouse colitis model in order to adapt to luminal bacteria and their antigens. 

The gene network analysis in our previous study linked genes involved in inflammatory and immune response, tryptophan and xenobiotic metabolism, and antigen presentation [17]. 

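Detoxification genes were lower in 12-week-old *Il10* -/- mice (n = 4) than in C57 mice (n = 4): 19 of 47 measured were called lower and 0 higher, the same over the list alone, with a median log2 difference of −0.42. Largest among the members of this list were the falls of the sulfotransferase genes *Sult1c2* (−1.98 ± 0.10) and *Sult1d1* (−1.90 ± 0.18) and the cytochrome P450 gene *Cyp2c55* (−1.83 ± 0.31). Over the list, camera adjusted p = 1.9e-12, and adjusted p = 0.040 with an estimated correlation. Mouse 95 has a list mean of 0.02, against −0.50 to −0.29 in the other 3 *Il10* -/- mice. At 7 weeks 11 of the list were lower. The difference between ages was called as more negative at 12 weeks for 5 of them (11 over the list alone) and more positive for 0, and the list was not called for it (adjusted p = 0.058). Oxidative phosphorylation genes had a median of −0.21 at 12 weeks with none called by limma. 17 of 28 were lower and 0 higher at unadjusted p under 0.05, and the list was lower by camera (adjusted p = 4.3e-09, adjusted p = 0.0091 with an estimated correlation) and by fry (adjusted p = 1.2e-05). Some members, such as *Cox5a* on 15 arrays and *Atp5c1* on 14, sit at a value that bright features of the array share. That value itself differs by −0.04 at 12 weeks, so such members say little of their genes and are not separate values. Sterol synthesis genes had no member called either, with 6 higher and 2 lower at unadjusted p under 0.05. Their list call (adjusted p = 0.017, adjusted p = 0.48 with an estimated correlation) is lost by fry (0.19) and without mouse 64, 92 or 94. Of the carbohydrate genes 1 was higher and 0 lower, the hexokinase gene *Hk2* (1.12 ± 0.19), and the list was not called (camera adjusted p = 0.081).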

Several genes of these pathways were also differentially expressed mostly in the 12-week-old *Il10* ^−/−^ mice. The higher expression levels of MHC class I and class II genes in the colon of *Il10* ^−/−^ compared to C57 mice at 12 weeks were likely to be associated with mounting antigen-specific adaptive immune responses to bacterial invasion. 

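Both MHC classes were higher in 12-week-old *Il10* -/- mice (4 against 4 C57 mice). Of 26 measured class I genes 14 were called higher and 0 lower, the same over the list alone, with a median log2 difference of 0.66 (camera adjusted p = 3.7e-25, and adjusted p = 0.0066 with an estimated correlation). The immunoproteasome genes *Psmb8* (2.40 ± 0.11) and *Psmb9* (2.22 ± 0.14) rose, as did the class I chain genes *H2-Q8* (1.41 ± 0.09), *H2-Q4* (1.35 ± 0.12) and *H2-D1* (1.11 ± 0.09). Of 12 class II genes 7 were higher and 0 lower, the same over the list alone, with a median of 1.30 (adjusted p = 4.4e-16, adjusted p = 0.0052 with an estimated correlation): *H2-DMb1* (2.72 ± 0.09), *Cd74* (2.45 ± 0.15) and *H2-Eb1* (2.15 ± 0.13) lead. The class I rise was larger than at 7 weeks (median difference between ages 0.52, adjusted p = 4.0e-11, adjusted p = 0.11 with an estimated correlation). In C57 mice the class I genes stood lower at 12 than at 7 weeks (median −0.35, adjusted p = 3.6e-13, adjusted p = 0.17 with an estimated correlation).

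**Figure D4:**
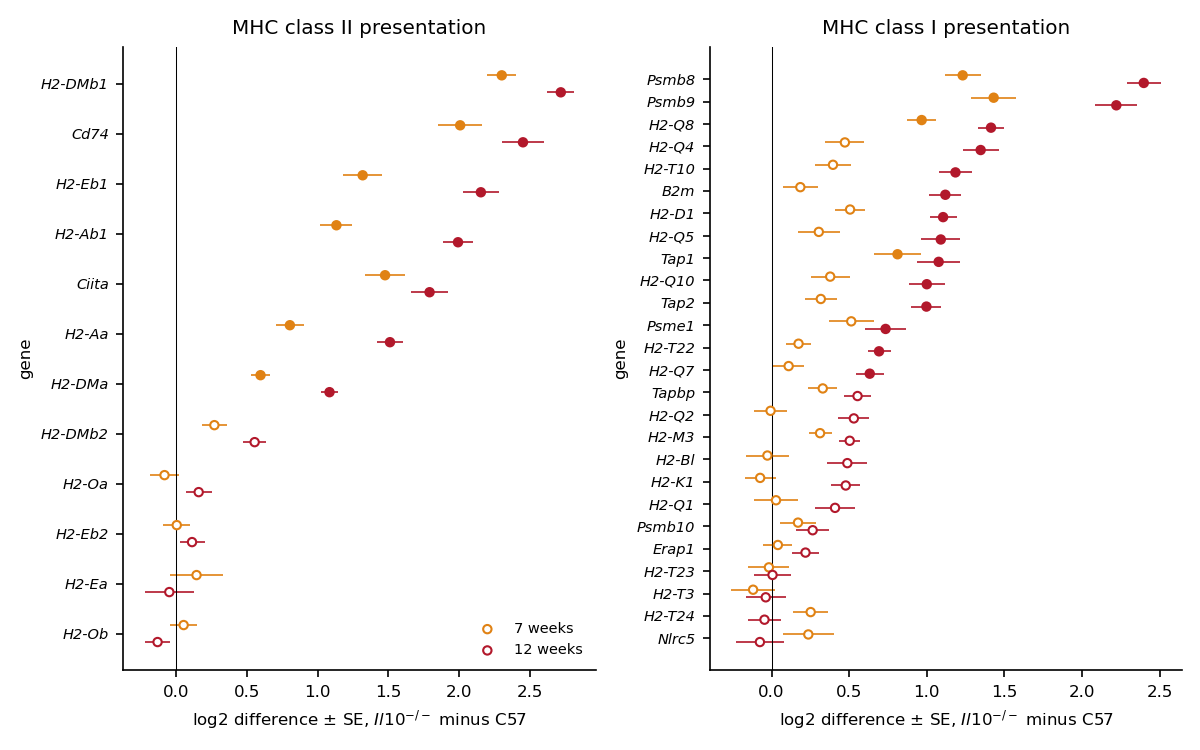
Log2 difference between *Il10* -/- and C57 mice with SE for the 12 measured class II genes and 26 measured class I genes at 7 and 12 weeks. Filled points are called, open points are not.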

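*Ido1*, which encodes the enzyme that starts tryptophan breakdown, stood at 2.22 ± 0.29 in 3 *Il10* -/- mice and −0.51 ± 0.23 in 4 C57 mice at 7 weeks (log2 ratio, mean ± SD). At 12 weeks it stood at 2.39 ± 0.39 and −0.63 ± 0.10 (n = 4 and 4). The differences were 2.73 ± 0.18 (SE, adjusted p = 3.1e-07) and 3.02 ± 0.17 (adjusted p = 1.8e-08). A difference between ages was not called (0.29 ± 0.25, adjusted p = 0.59). Among all genes called at each age it is within the 10 largest rises. The 7-week-old *Il10* -/- mice on the arrays were those without signs of inflammation in the colon, by the paper's selection.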

The expression level of *Ido1*, a gene involved in tryptophan catabolism, was increased at both 7 and 12 weeks of age in colitic *Il10* ^−/−^ mice. High expression level of the anti-inflammatory enzyme IDO was observed in intestinal biopsies from CD patients [32]. 

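The interferon gene *Ifng* rose at 12 weeks, from 0.09 ± 0.17 in 4 C57 mice to 0.83 ± 0.13 in 4 *Il10* -/- mice (log2 ratio, mean ± SD), a difference of 0.74 ± 0.09 (SE, adjusted p = 4.7e-05). The tumor necrosis factor gene *Tnf* rose from −0.13 ± 0.20 to 0.67 ± 0.26, by 0.79 ± 0.12 (adjusted p = 3.5e-04). At 7 weeks (3 against 4 mice) *Ifng* differed by 0.42 ± 0.10 (adjusted p = 0.012) and *Tnf* by 0.43 ± 0.13 (adjusted p = 0.051). Both lie under the 1.5-fold threshold, and *Ifng* passes when no fold is asked. Neither feature of *Ifng* does so alone (limma adjusted p = 0.071 and 0.15). The difference between the ages was not called for *Ifng* (0.32 ± 0.13, adjusted p = 0.23) or *Tnf* (0.36 ± 0.17, adjusted p = 0.31). Genes that respond to interferon were already higher at 7 weeks, as the values of *Iigp1* and *Cxcl10* show.

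**Figure D5:**
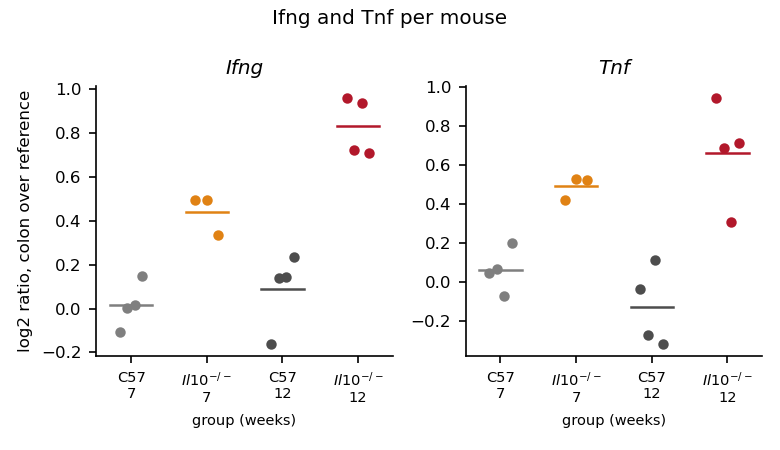
Log2 ratio of *Ifng* and *Tnf* in each mouse of the 4 groups, with the group mean as a line.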

The pro-inflammatory cytokine genes *Ifng* and *Tnfa*, known as potent inducers of INDO protein activity [33], had higher mRNA abundance only in the inflamed colon of 12-week-old *Il10* ^−/−^ mice. Elevated levels of IL10 and TGFB have also been found in CD patients, and it was suggested that this modulated the immune response and caused activation of B lymphocytes [32]. The increased expression levels of tryptophan (e.g., *Ido1*) and antigen presentation (e.g., *Hla* class II members) genes in the 12-week-old *Il10* ^−/−^ mice might be linked to the restoration of tolerance towards bacterial antigens. In 7-week-old non-inflamed *Il10* ^−/−^ mice, increased *Ido1* gene expression might also be important in the early response to commensal bacteria preceding colitis due to the deficiency of the *Il10* gene. 

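Complement genes were higher in 12-week-old *Il10* -/- mice (n = 4) than in C57 mice (n = 4), with 6 of 14 measured called higher and 0 lower, the same over the list alone, and a median log2 difference of 0.48. Classical pathway genes make up the group: *C1ra* (1.00 ± 0.12), *C2* (0.94 ± 0.11), *C1qc* (0.86 ± 0.18) and *C4b* (0.71 ± 0.14), with camera adjusted p = 5.7e-08 (adjusted p = 0.018 with an estimated correlation). At 7 weeks limma called none, 3 were higher and 0 lower at unadjusted p under 0.05, and the list was not called (adjusted p = 0.093, fry adjusted p = 0.16). *C3*, which the paper's Table 7 lists as higher at both ages, could not be matched to the array annotation. The called genes leave it out, so the place of the classical pathway holds for the measured genes only. The B cell and plasma cell list was higher at 12 weeks, with 4 of 17 called and 0 lower, the same over the list alone (median 0.21, adjusted p = 4.9e-08, adjusted p = 0.0026 with an estimated correlation). The immunoglobulin joining chain gene *Jchain* (1.82 ± 0.22), the B cell coactivator gene *Pou2af1* (0.98 ± 0.08), the plasma cell gene *Mzb1* (0.97 ± 0.07) and the receptor gene *Cd79b* (0.73 ± 0.09) rose. At 7 weeks 1 B cell gene was higher and 0 lower, and the list was not called (camera adjusted p = 0.67). The gain with age was called for *Jchain* (1.83 ± 0.32, adjusted p = 0.0086), *Pou2af1* (0.82 ± 0.12), *Cd79b* (0.94 ± 0.13) and *Mzb1* (0.69).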

Increased mRNA abundance of genes involved in the complement activation, antigen presentation, and B-cell receptor signaling in 12-week-old *Il10* ^−/−^ mice is in agreement with functional implications of PPAR*α* activation. PPAR*α* has been associated with the innate immune response of the small intestine using Ppara^−/−^and wildtype mice, and its pharmacological activation inhibited complement activation, antigen presentation, and B-cell receptor signaling [27].

### 4.2. Change in Proteomic Profile with Colitis

Proteins differentially expressed in inflamed *Il10* ^−/−^ mice were involved in cytoskeletal rearrangement, cell-mediated immune response, and pathogen-influenced signaling. The cytoplasmic actin gamma 1 and smooth muscle actin gamma 2 proteins (ACTG1 and ACTG2) were less abundant in the colon of *Il10* ^−/−^compared to C57 mice at 12 weeks of age. Pro-inflammatory cytokines and bacteria can modify tight junctions interconnecting intestinal epithelial cells via the actin cytoskeleton so disruption of actin leads to disruption of tight junctions and loss of barrier function with increased paracellular permeability [34]. This is further supported by a study reporting decreased actin-binding gene expression levels in peripheral blood mononuclear cells of IBD patients suggesting that disruption of the actin cytoskeleton might contribute to CD pathogenesis in humans [35]. 

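*Actg2*, the enteric smooth muscle actin gene, differed between *Il10* -/- and C57 mice by −0.02 ± 0.11 at 7 weeks (log2 difference ± SE, 3 against 4 mice, adjusted p = 0.96) and by −0.08 ± 0.10 at 12 weeks (4 against 4 mice, adjusted p = 0.68), called at neither age. Table 7 of the paper lists its *Actg2* by an accession that the array assigns to *Acta2*, the vascular smooth muscle actin gene. *Acta2* stood at −0.46 ± 0.14 at 12 weeks with adjusted p = 0.051, not called, and at −0.21 ± 0.15 at 7 weeks. It is called at 12 weeks with its most variable probe or without mouse 95. Of the features averaged, 1 is called alone at 12 weeks (−0.71, limma adjusted p = 0.020). Another at −0.70 just misses the call (adjusted p = 0.0503), and 1 stands at 0.03. The cytoplasmic actin gene *Actg1* stood at −0.03 ± 0.07 at 12 weeks.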

The ACTG2 protein was also decreased in expression at the gene level in the 12-week-old *Il10* ^−/−^ mice compared with C57 mice, but the *Actg2* gene remained unchanged in *Il10* ^−/−^ mice at 7 weeks of age when the intestinal barrier was presumably still intact.

Actin-binding proteins including gelsolin (GSN) involved in the regulation of actin-based motility by calcium-dependent Rho-family GTPases (e.g., RhoA, Rac1 and Cdc42) were differentially expressed in the colon of *Il10* ^−/−^ mice at 12 weeks of age. Rho-family proteins share growth-promoting and anti-apoptotic functions, regulation of gene expression through activation of signaling molecules, for example, NF*κ*B [36]. They can promote actin cytoskeleton reorganization, but Rho-family proteins differ in their effect on cell movement; for example, RhoA induces the formation of stress fibers and focal adhesions [36]. Rho GDP dissociation inhibitor (GDI) beta (Rho GDI*β*) protein, which is encoded by the *Arhgdib* gene (mRNA abundance was increased in 12-week-old *Il10* ^−/−^ mice), regulates RhoGTPase activity by inhibiting GDP dissociation to leave RhoGTPases inactive [37]. This suggests that in the inflamed colon of those *Il10* ^−/−^ mice, Rho protein activity is being inhibited by Rho GDI*β* and thus inhibits actin cytoskeleton reorganization. 

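*Arhgdib*, a gene of high expression in blood cells, rose from −1.02 ± 0.24 in 4 C57 mice to 0.01 ± 0.13 in 4 *Il10* -/- mice at 12 weeks (log2 ratio, mean ± SD). Its adjusted p was 1.1e-04. At 7 weeks the difference was 0.19 ± 0.15 (SE, 3 against 4 mice) and not called. The gain between ages was called (0.84 ± 0.20, adjusted p = 0.039), though that call is lost under scale or quantile normalization and on leaving out any 1 of 10 mice. A whole-colon value does not separate the number of such cells from their expression of the gene.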

Enhanced T-cell migration as a consequence of the inflammatory state of the intestine is maintained by pro-inflammatory cytokines and has been associated with increased expression levels of GSN protein in smooth muscle cells in the small intestine of CD patients [38]. However, the expression level of GSN protein and *Gsn* gene was reduced in the colon of 12-week-old *Il10* ^−/−^ mice which might reflect a declining inflammatory cell movement. This is supported by the decreased inflammatory lesions in the colon of *Il10* ^−/−^ mice from 12 weeks to 14 weeks of age and might be associated with reduced inflammatory cell migration. 

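*Gsn*, the gelsolin gene, was lower in *Il10* -/- mice at both ages. At 12 weeks it stood at −0.88 ± 0.21 in 4 *Il10* -/- mice and 0.15 ± 0.27 in 4 C57 mice (log2 ratio, mean ± SD, adjusted p = 4.1e-04). At 7 weeks, before colitis, it stood at −0.67 ± 0.39 in 3 and 0.16 ± 0.12 in 4 mice, a difference of −0.83 ± 0.17 (SE, adjusted p = 0.0061). The difference between ages was not called (−0.20 ± 0.23, adjusted p = 0.71). *Gsn* is expressed in muscle and connective tissue as well as in epithelium, which a whole-colon value does not separate.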

Gelsolin-null mice have shown reduced neutrophil and fibroblast movement [39]. 

The actin cytoskeleton is a flexible system that is built up or broken down depending on antigen recognition, cell polarization, and cell adhesion or cell migration. Actin-binding proteins are involved in surface receptor clustering during T-cell activation and migration to dynamic cytoskeletal rearrangements at the interface between T-cells and antigen presenting cells [40]. A study using an *in vitro* model of simulated ischemia-reperfusion showed an involvement of Rho-kinase-dependent cytoskeletal rearrangement in apoptosis initiation [41]. In the colon of the 12-week-old *Il10* ^−/−^ mice, Rho GDI*β* may have inhibited or delayed actin rearrangement, and in part attenuated apoptosis, anti-apoptosis genes such as *Bcl2A1* gene was increased in expression. 

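*Bcl2a1b*, an anti-apoptotic gene of the BCL2 family expressed in leukocytes, rose at 12 weeks by 1.40 ± 0.10 (log2 difference ± SE, 4 *Il10* -/- against 4 C57 mice, adjusted p = 2.8e-07). The rise was larger than at 7 weeks (0.70 ± 0.15, adjusted p = 0.022, call lost under scale normalization or without mouse 43, 44 or 78). Genes that promote cell death rose next to it: the inflammatory caspase gene *Casp4* (0.94 ± 0.14) and the death receptor gene *Fas* (0.59 ± 0.08, call lost under scale normalization, quantile normalization or the mean of all its probes or without mouse 63, 94 or 95). In the apoptosis list 3 of 29 measured genes were higher and 0 lower, the same over the list alone, with a median of 0.16 and camera adjusted p = 1.6e-06 (adjusted p = 0.0066 with an estimated correlation). Both directions of cell death control are thus represented among the called genes.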

BCL3, a component of the cellular cytokine-induced inflammatory signaling cascade, has been shown to interact cooperatively with PPARGC1*α* to activate estrogen-related receptors and PPAR*α* resulting in increased expression of target genes involved in cellular energy metabolism [42]. Although *Bcl3* mRNA abundance was increased, *Ppara* and *Ppargc1a* gene expression levels decreased in 7-week, and 12-week-old *Il10* ^−/−^ mice which imply an impaired energetic adaptation of the colonocytes to bacterial- or cytokine-induced cellular stress at an early and late stage, respectively. This is supported by findings from others that the failure of regulatory mechanism in *Il10* ^−/−^ mice under developing colitis primes the epithelium towards energy deficiency and uncontroled cellular stress leading to tissue damage [15]. 

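*Bcl3*, an NF*κ*B cofactor gene, rose by 0.70 ± 0.20 at 7 weeks (log2 difference ± SE, 3 *Il10* -/- against 4 C57 mice) and by 0.74 ± 0.18 at 12 weeks (4 against 4 mice). The 7-week call is lost under quantile normalization or on leaving out any 1 of 6 mice, and the 12-week call is lost under a fit of the compared groups only or without mouse 64, 65 or 92. *Ppara*, the fatty acid receptor gene, was lower at both ages, with adjusted p = 1.8e-04 and 7.6e-04. *Ppargc1a*, the gene of a coactivator of mitochondrial genes, fell by 0.74 ± 0.15 at 7 weeks (adjusted p = 0.0068, call lost under the mean of all its probes). At 12 weeks its difference of −0.47 ± 0.14 has an adjusted p of 0.047 and lies under the 1.5-fold threshold. In the list of PPAR family genes and coactivators 2 of 13 were lower at 7 weeks and 1 at 12 weeks, with none higher and the same counts over the list alone, and the list was called at neither age (adjusted p = 0.056 and 0.25).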

IL10 and also PPAR*α* seem to be important in this regulatory mechanism.

The thioredoxin (TXN) protein, known to function as an antioxidant in the maintenance of cellular redox homeostasis, was more highly expressed in 12-week-old *Il10* ^−/−^ mice compared with C57 mice. Thioredoxin has previously been identified as a PPAR*α* target gene and a negative autoregulation of PPAR*α* activity by thioredoxin was suggested as a novel mechanism for controling PPAR*α* activities and PPAR*α*-related physiological or pathological processes [43]. The finding of the present study may also be explained by a functional down-regulation of normal PPAR*α* activities such as lipid and inflammatory regulation through the thioredoxin-mediated negative autoregulation of PPAR*α* transcriptional activity.

### 4.3. *Il10* ^−/−^ Colitis Model and PPAR*α* Signaling

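Known targets of PPAR*α* and enzymes of fatty acid oxidation were lower in 12-week-old *Il10* -/- mice (n = 4) than in C57 mice (n = 4): 6 of 32 measured were called lower and 0 higher, the same over the list alone, with a median log2 difference of −0.25. They include the very long chain acyl-CoA dehydrogenase gene *Acadvl* (−0.90 ± 0.11), the fatty acid activating gene *Acsl3* (−1.32 ± 0.10) and the thiolase gene *Acaa2* (−1.12 ± 0.15), next to *Fabp2*. The list gave camera adjusted p = 1.7e-08, adjusted p = 0.12 with an estimated correlation. *Acaa2* and *Fabp2* had been lower at 7 weeks as well, and the list was not called between the ages (adjusted p = 0.27). For *Acsl3* the fall was larger at 12 weeks (−0.78 ± 0.15, adjusted p = 0.015), mostly because it rose with age in C57 mice (0.90 ± 0.10).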

Several of the gene expression changes in colitic *Il10* ^−/−^ mice at 12 weeks of age were related to PPAR*α* signaling. A regulatory role for PPAR*α* in inflammation was first shown by the prolonged duration of inflammation in Ppara^−/−^ mice [18], and network analysis identified *Ppara* as a key mediator gene decreased in expression during colitis in *Il10* ^−/−^ compared to C57 mice [17]. Furthermore, PPAR*α* and also PPAR*γ* ligands exerted anti-inflammatory effects in inflammatory disease models. For example, administration of PPAR*α* (bezafibrate) and PPAR*γ* (troglitazone) ligands reduced dextran sulphate sodium-induced colitis and cell proliferation in colonic mucosa [19], PPAR*α* ligand fenofibrate decreased expression levels of pro-inflammatory *Ifng* and *Il17* genes in *Il10* ^−/−^ mice [20], PPAR*γ* ligand rosiglitazone delayed colitis onset in *Il10* ^−/−^ mice [7], and fenofibrate prevented the progression of autoimmune myocarditis in rats through increased cardiac *Il10* mRNA levels [44]. 

PPAR*α* is expressed in colonic immune and epithelial cells where it acts in an anti-inflammatory manner upon activation by a PPAR*α* ligand [20]. In the present study, the expression level of the *Ppara* gene was decreased in inflamed and non-inflamed colons of *Il10* ^−/−^ mice when compared to C57 mice without exogenous ligand-mediated PPAR*α* activation. It is known that PPAR*α* governs inflammation mainly by down-regulating gene expression such as acute phase response genes [45]. 

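*Ppara* stood at −1.01 ± 0.23 in the 3 non-inflamed *Il10* -/- mice of 7 weeks and −0.02 ± 0.12 in 4 C57 mice (log2 ratio, mean ± SD). At 12 weeks it stood at −0.96 ± 0.26 in 4 *Il10* -/- mice and −0.23 ± 0.11 in 4 C57 mice. The differences were −1.00 ± 0.13 (SE) and −0.74 ± 0.12, and every *Il10* -/- mouse lay below every C57 mouse of its age. The difference between ages was not called (0.26 ± 0.18, adjusted p = 0.49). Both calls held when any 1 mouse was left out and under every scaling of the arrays.

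**Figure D6:**
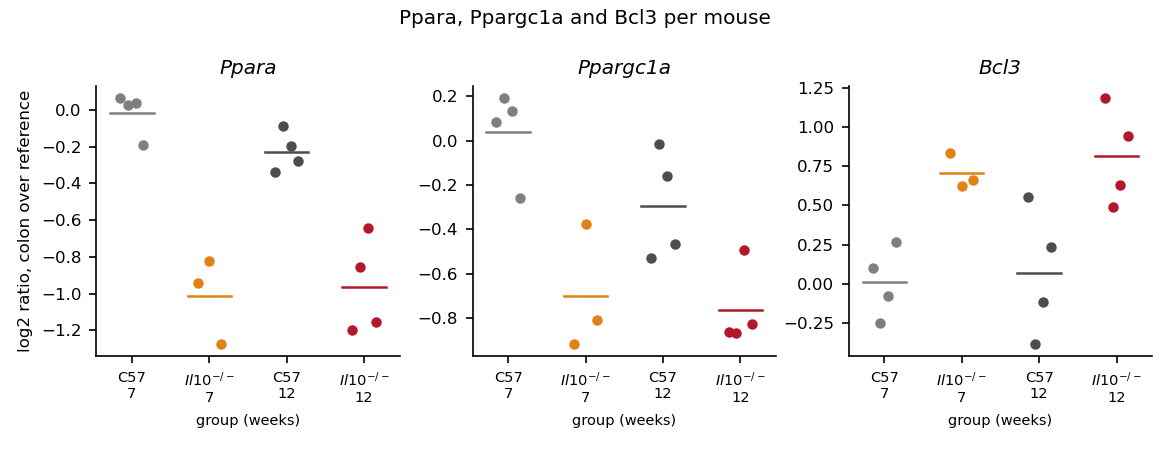
Log2 ratio of *Ppara*, *Ppargc1a* and *Bcl3* in each mouse of the 4 groups, with the group mean as a line.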

PPAR*α* (mRNA and protein) expression levels were decreased in colorectal cancer in the *A* *P* *C* ^Min /+^ mouse model of familial adenomatous polyposis compared with matched non-malignant tissue [46]. Ppara^−/−^ mice show enhanced susceptibility dinitrobenzene sulfonate (DNBS)-induced colitis [47]. PPAR*α* ligands reduce colitis in chemically induced and genetic (including *Il10* ^−/−^ mice) models of colitis [19, 20], whereas the absence of PPAR*α* abolishes the protective effect of the PPAR*α* ligand WY14643 in DNBS-induced colitis [47]. Thus, activation of PPAR*α* appears to be a target for controling colitis including in this inoculated *Il10* ^−/−^ mouse model. The decreased *Ppara* gene expression level in 7-week-old *Il10* ^−/−^ mice suggests that immune cells might have been activated due to increased bacterial invasion and a lack of regulatory mechanisms through *Il10* gene deficiency, even though histopathological signs of colitis were not clearly evident yet. It has been reported that PPAR*α* expression in murine lymphocytes is rapidly decreased following T-cell activation suggesting a role for PPAR*α* in immune cells [48].

The anti-inflammatory effect of fenofibrate by delaying colitis onset and progression in *Il10* ^−/−^ mice indicates that IL10 is not required in PPAR*α* signaling [20]. In contrast, another study emphasized the stimulation of the IL10 pathway in rats treated with fenofibrate to suppress myocarditis [44]. This implicates a potential PPAR*α*-dependent regulation of IL10. So far, it has been shown that rosiglitazone induced IL10 production from human mature dendritic cells and CD4+ T-cells [49]. This effect was PPAR*γ*-dependent due to a functional PPAR response element for PPAR*γ* in the human IL10 promoter region.

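The genotype difference itself changed between 7 and 12 weeks in 219 genes, more positive at 12 weeks in 94 and more negative in 125 (15 mice in 4 groups). Genes that gained toward 12 weeks include the immunoglobulin gene *Iglv1* (2.80 ± 0.30) and *Jchain*, the lipoprotein gene *Apoe* (1.68 ± 0.22) and *2210407C18Rik* (2.01 ± 0.31), a gene of unknown function. The calcium-binding gene *S100g* (2.85 ± 0.32) changed because it fell with age in C57 mice (−2.81 ± 0.22 from 7 to 12 weeks) while *Il10* -/- mice stayed low, at −3.18 ± 0.34 and −3.13 ± 0.35 (log2 ratio, mean ± SD). More negative at 12 weeks were *Aqp8* (−5.02 ± 0.62), the chloride exchanger gene *Slc26a3* (−2.19 ± 0.31), the carbonic anhydrase gene *Car2* (−1.94 ± 0.27), the gasdermin gene *Gsdmc* (−1.93 ± 0.36) and *Clca4a* (−2.49 ± 0.59, call lost on leaving out any 1 of 8 mice). *Aqp8* and *Gsdmc* rose with age in C57 mice (4.04 ± 0.42 and 2.27 ± 0.24) and were not called in *Il10* -/- mice (−0.98 ± 0.46 and 0.33 ± 0.26), though *Aqp8* was without mouse 75.

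Without mouse 78 the count of genes falls to 136. The larger change with age was in C57 mice for 94 of these genes and in *Il10* -/- mice for 125. 16 of 29 gene lists differed between ages, 10 toward higher and 6 toward lower values at 12 weeks, and 2 with an estimated correlation. B cell and plasma cell genes (median 0.35, adjusted p = 4.1e-06, adjusted p = 0.014 with an estimated correlation) and macrophage and dendritic cell genes (median 0.30, adjusted p = 1.5e-07, adjusted p = 0.19 with an estimated correlation) gained. Oxidative phosphorylation genes (median −0.33, adjusted p = 4.0e-11, adjusted p = 0.014 with an estimated correlation) and absorptive cell genes (median −0.25, adjusted p = 4.7e-06, adjusted p = 0.12 with an estimated correlation) lost. Some oxidative phosphorylation genes sit at a value that bright features of an array share. That value differs between genotypes by −0.23 at 7 weeks and −0.04 at 12 weeks, so the size of the loss of that list is uncertain.

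**Figure D7:**
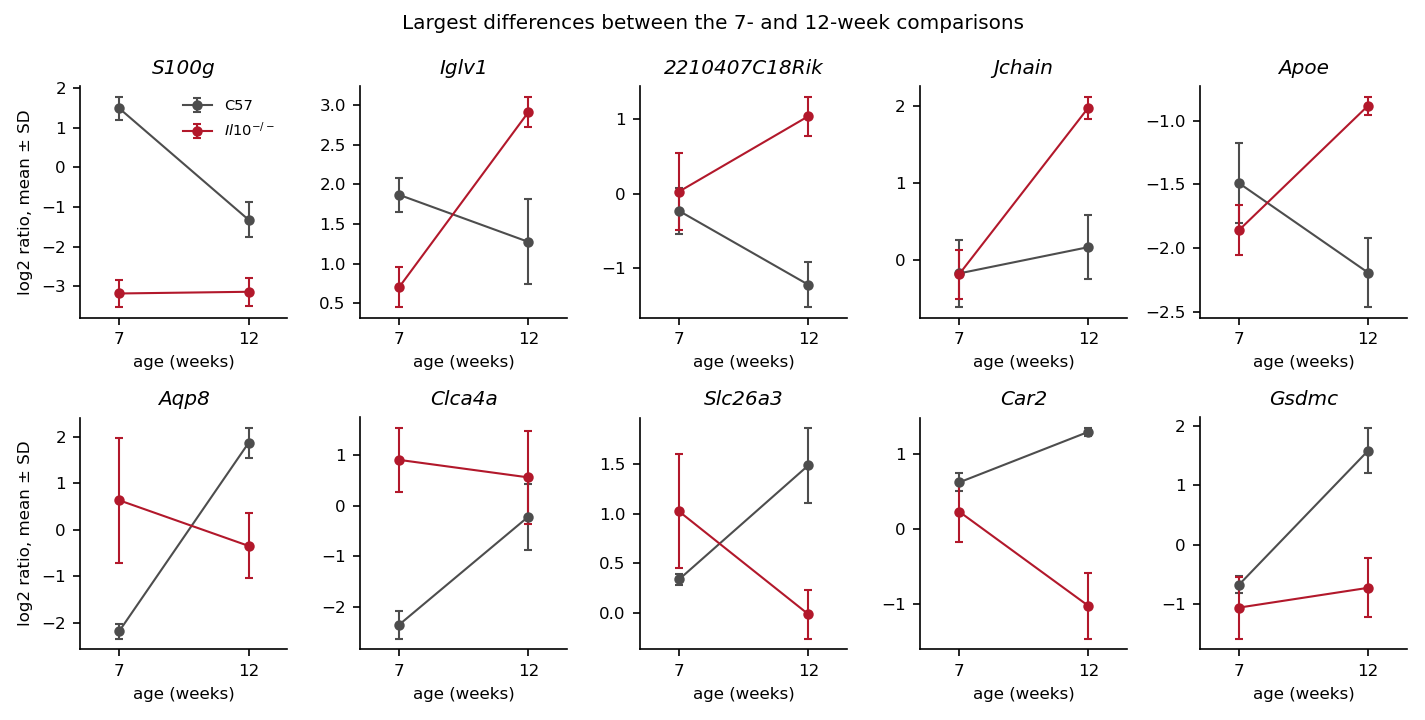
Group means of the log2 ratio with SD for the 10 genes with the largest differences between the 7- and 12-week comparisons, in C57 and *Il10* -/- mice at both ages.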

In conclusion, the findings from this study identified distinct colonic gene and protein expression profiles for 7- and 12-week-old *Il10* ^−/−^ mice. Gene and protein expression data linked actin cytoskeleton dynamics, innate immunity, and apoptosis and suggested a delayed remodeling process in the colitic *Il10* ^−/−^ mice. PPAR*α* might be one of the key mediators in these signaling processes before and after colitis onset in *Il10* ^−/−^ mice. 

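*Ppara* was already lower in 7-week-old mice without histological colitis, next to rises of *Ido1*, *Iigp1* and *Cd74* and falls of *Acaa2*, *Fabp2* and *Gsn* at the same age (3 *Il10* -/- against 4 C57 mice). At 12 weeks *Jchain*, *Il1b* and *Tlr2* were called higher and *Acaa2* and *Fabp2* lower, and of these the difference between ages was called for *Jchain*.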

Ligand-mediated PPAR*α* activation and IL10 production may be important for the anti-inflammatory effects of PPAR*α* observed in inflammatory disease models and possibly in the resolution of inflammatory disease in humans. Confirmation of a role for PPAR*α* activation in intestinal IL10 production, and clarification of the mechanism by which this occurs, warrants further investigation. 

## Figures and Tables

**Figure 1:**
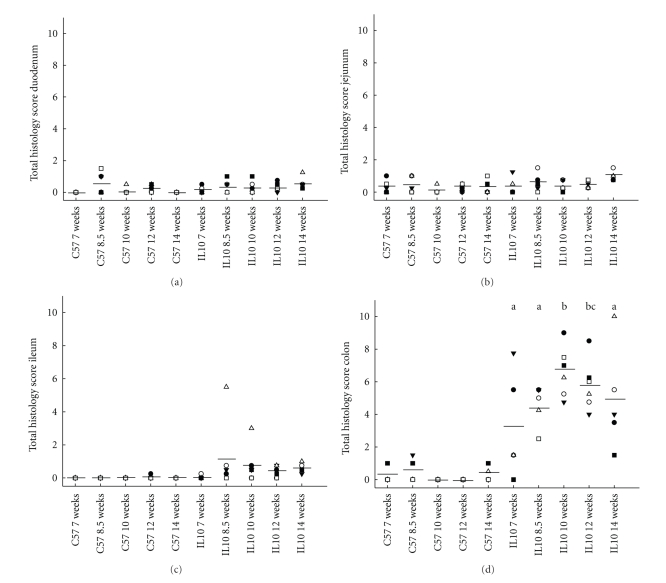
Total histological injury score for duodenum, jejunum, ileum, and colon sections of *Il10* ^−/−^ and C57 mice at 7, 8.5, 10, 12, and 14 weeks of age. The individual scores and the average score (—) of each sampling group are shown. Statistical analysis was performed only for total colon HIS of *Il10* ^−/−^ mice and different letters mean that total colon HIS differs compared to 7-week-old *Il10* ^−/−^ mice (a, b, *P* < 0.05 and c, 0.05 < *P* < 0.1).

**Figure 2:**
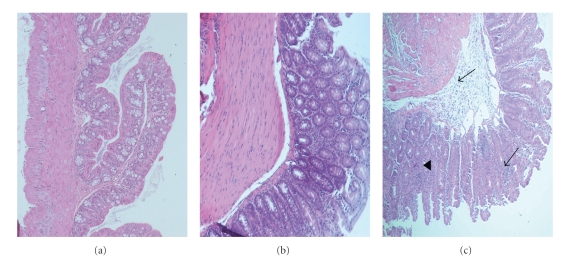
Hematoxylin-eosin-stained colon sections of *Il10* ^−/−^ and C57 mice. (a) Colon section (×20) from a non-inflamed C57 mouse at 12 weeks of age. (b) Colon section (×100) from an *Il10* ^−/−^ mouse at 7 weeks of age with no inflammation. (c) Moderate to severe inflamed colon section (×40) from an *Il10* ^−/−^ mouse at 12 weeks of age. Lesions involve most of the colon section with mainly monocyte and neutrophil infiltration (←), crypt abscesses, and loss of crypt and goblet cells (◂).

**Figure 3:**
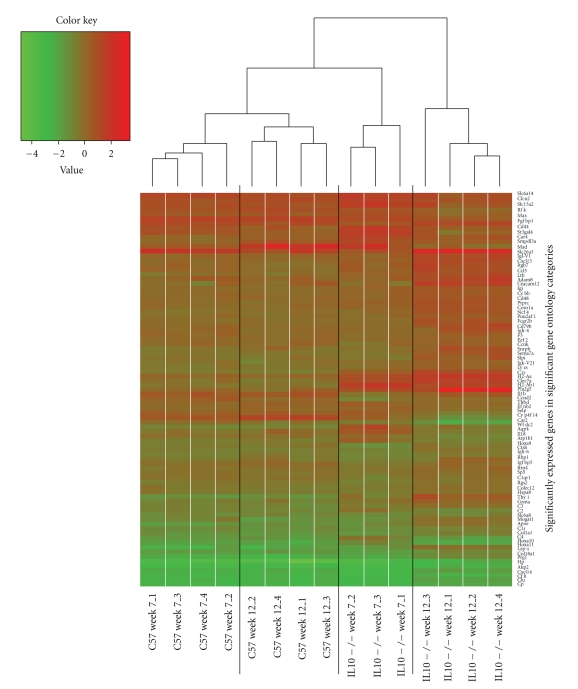
Genes over-represented in EASE analysis comparing *Il10* ^−/−^ and C57 mice at 7 or 12 weeks of age. Heat map represents the expression levels of all differentially expressed genes in the significant GO categories (EASE score <0.05 and *q* < 0.05). The groups are clearly defined within their clusters and differences in gene expression are seen for 12-week-old *Il10* ^−/−^ mice relative to 7-week-old *Il10* ^−/−^ mice and 12-week-old C57 mice.

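Between 7 and 12 weeks 81 genes changed in *Il10* -/- mice (3 against 4), 58 higher and 23 lower at 12 weeks, and 77 in C57 mice (4 against 4), 44 higher and 33 lower. The count for *Il10* -/- mice is 51 without mouse 78 and 52 with only these groups in the model, and the count for C57 mice is 36 without mouse 44 and 46 without mouse 45. In *Il10* -/- mice the immunoglobulin genes *Jchain* (2.18 ± 0.23) and *Iglv1* (2.21 ± 0.22) gained (log2 difference ± SE), and the *Hox* genes *Hoxa10* (−1.19 ± 0.13) and *Hoxa11* (−1.09 ± 0.13) declined. As lists, B cell genes (4 of 17 higher, adjusted p = 1.4e-10) and complement genes (2 of 14 higher, adjusted p = 6.9e-07) were higher at 12 weeks. Clustered over the 1000 most variable genes, the 15 mice fall into a C57 and an *Il10* -/- branch, and do so in all 4 settings tried. Its 4 largest branches are not the 4 groups: mouse 66, a C57 mouse of 12 weeks, joins the other C57 mice last, while within the *Il10* -/- branch the 7- and 12-week mice separate. Within groups the mean correlation between mice is 0.947 and 0.946 at 7 weeks (C57 and *Il10* -/-) and 0.900 and 0.929 at 12 weeks. Between genotypes it is 0.739 at 7 weeks and 0.666 at 12 weeks.

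**Figure D8:**
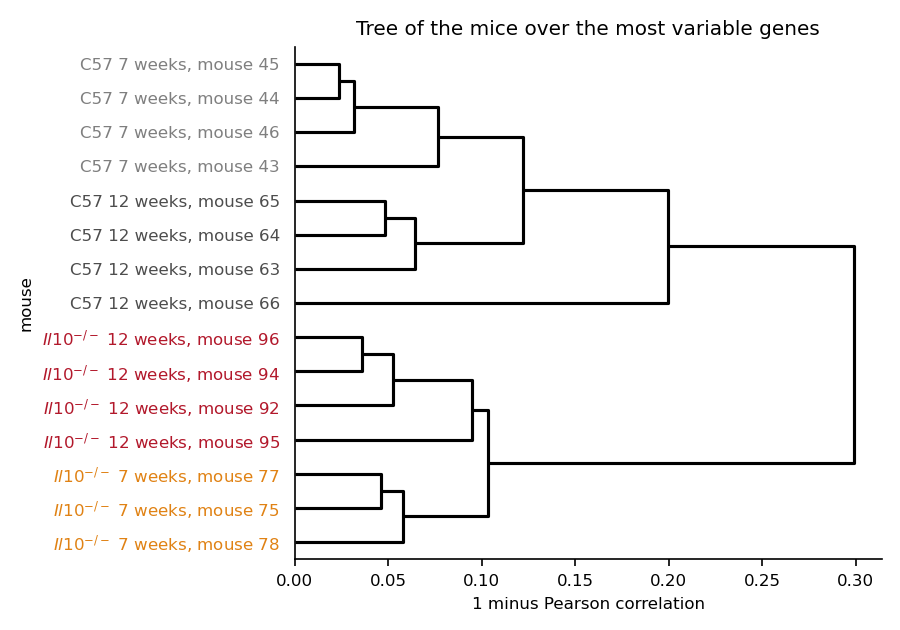
Average linkage tree of the 15 mice on 1 minus the Pearson correlation over the 1000 most variable genes. Leaves give group and mouse number.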

**Figure 4:**
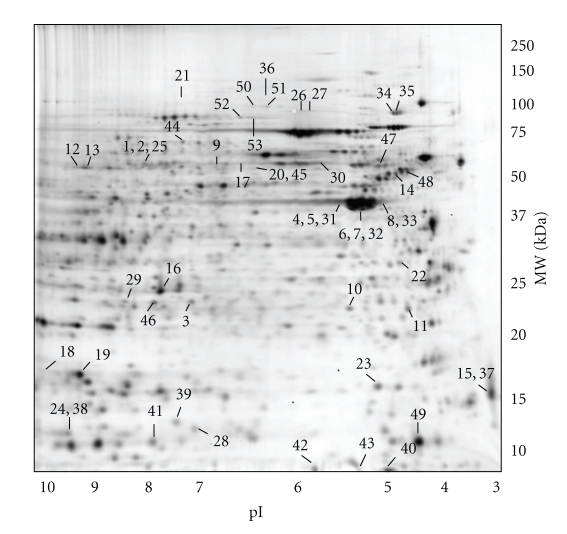
2D-DIGE gel representing differentially expressed proteins identified in the colon tissue of *Il10* ^−/−^ mice compared to C57 mice at 7 and 12 weeks of age, respectively. Protein annotations are shown in Table 4. The approximate isoelectric point (pI) and molecular weight (MW) in kDa are given on the *x*- and *y*-axes, respectively.

**Table 1:** Body weight and dietary intake of *Il10* ^−/−^ and C57 mice at 7, 8.5, 10, 12, and 14 weeks of age.

Weeks of age	Body weight (g)		Dietary intake (g)	
	C57 mice	*Il10* ^−/−^ mice	C57 mice	*Il10* ^−/−^ mice
7	18.8 ± 0.4	18.2 ± 0.8	3.4 ± 0.1	3.3 ± 0.2
8.5	20.3 ± 0.9	19.0 ± 0.3	3.6 ± 0.1	3.9 ± 0.3
10	22.5 ± 0.6	19.9 ± 0.4*	3.7 ± 0.0	3.9 ± 0.1
12	24.8 ± 0.7	21.0 ± 0.8*	3.6 ± 0.1	3.5 ± 0.2
14	25.3 ± 0.4	19.8 ± 0.7*	3.6 ± 0.1	3.5 ± 0.3

Data shown as mean ± standard error of mean (SEM) per group of mice sacrificed. Body weight was measured thrice weekly and dietary intake was estimated and adjusted daily to equal the mean amount of food consumed by *Il10* ^−/−^ mice on the previous day to ensure similar intakes between C57 and *Il10* ^−/−^ mice. *P < 0.05 comparing *Il10* ^−/−^ versus C57 mice of the same age.

**Table 2:** Time of onset and incidence of colon inflammation in *Il10* ^−/−^ mice.

Weeks of age	7	8.5	10	12	14
Number of mice sampled					
*Il10* ^−/−^ mice (total 28^1^)	5	6	6	6	5
C57 mice (total 30)	6	6	6	6	6
Number of mice with inflamed colon^2^					
*Il10* ^−/−^ mice	2	4	6	6	4
C57 mice	0	0	0	0	0
Incidence of colon inflammation (%)					
*Il10* ^−/−^ mice	40	67	100	100	80
C57 mice	0	0	0	0	0

^1^Two *Il10* ^−/−^ mice died during the study due to unknown causes. ^ 2^Mice were regarded as inflamed when their total colon histological injury score (HIS) was >3 (4–6 moderate inflammation, ≥7 severe inflammation). All C57 mice had a total colon HIS ≤ 3.

**Table 3:** Validation of gene expression results from microarray analysis using qRT-PCR.

Gene symbol	Fold change microarray		Fold change qRT-PCR *Canx *	
	*Il10* ^−/−^ versus C57 7 weeks	*Il10* ^−/−^ versus C57 12 weeks	*Il10* ^−/−^ versus C57 7 weeks	*Il10* ^−/−^ versus C57 12 weeks
*Abcb1A*	−3.4	−2.8	−5.2	−4.9
*Aldh1A1*	−1.5*	−3.0	−1.5^#^	−3.4
*Ces2*	−1.8*	−3.1	−2.9	−5.6
*Fabp2*	−1.9	−5.6	−1.5^#^	−9.8
*Igfbp5*	−1.5*	1.6*	−1.9^#^	2.8
*Il1B*	1.8*	6.4	3.4	8.5
*Mmp13*	1.0*	1.8	2.7^#^	9.9
*Ppara*	−2.0	−1.7	−5.6	−3.8
*Srebf1*	1.0*	1.0*	1.2^#^	1.8
*Sult1A1*	−3.2	−3.1	−3.6	−3.3

*Canx* (calnexin) reference gene used to to normalize the data; *microarray result was not significantly different using moderated *t*-statistics and false discovery rate (FDR) control in limma; genes that satisfied the criterion of FC ≥ 1.5 and *q* < 0.05 were considered to be significantly different; ^#^qRT-PCR result was not significantly different using ANOVA.

**Table 4:** Proteins differentially expressed in the colon of *Il10* ^−/−^ mice compared to C57 mice at 7 and 12 weeks of age.

Spot	Accession number	Protein description	Gene (MGI)	Theoretical M_r_ (kDa)	Theoretical pI	No. peptides matched	Sequence coverage %	SEQUEST P (pro)	Fold change
7 weeks									
1	gi*∣*157951604	CAP, adenylate cyclase-associated protein 1	*Cap1*	51.5	7.29	2	4.2	9.50E-05	−2.9
2	gi*∣*6680027	glutamate dehydrogenase 1	*Glud1*	61.3	7.96	3	6.1	2.85E-10	−2.9
3	gi*∣*6671549	peroxiredoxin 6	*Prdx6*	24.8	5.96	5	27.2	3.99E-08	3.4

12 weeks									
4	gi*∣*6752954	actin, gamma, cytoplasmic 1	*Actg1*	41.8	5.20	10	38.9	7.54E-12	−3.2
5	gi*∣*6671507	actin, alpha 2, smooth muscle, aorta	*Acta2*	42.0	5.12	3	13.3	2.13E-06	−3.2
6	gi*∣*6752954	actin, gamma, cytoplasmic 1	*Actg1*	41.8	5.20	9	30.7	2.76E-10	−7.4
7	gi*∣*148666671	actin, gamma 2, smooth muscle, enteric	*Actg2*	41.9	5.20	4	20.7	1.50E-06	−7.4
8	gi*∣*6752954	actin, gamma, cytoplasmic 1	*Actg1*	41.8	5.20	6	15.7	7.93E-07	−2.9
9	gi*∣*21312260	aldehyde dehydrogenase 1 family, member B1	*Aldh1b1*	57.5	6.61	8	16.6	2.88E-09	−3.3
10	gi*∣*160333304	apolipoprotein A-I	*Apoa1*	30.6	5.57	4	16.7	5.56E-12	2.4
11	gi*∣*33563236	Rho, GDP dissociation inhibitor (GDI) beta	*Arhgdib*	22.8	4.80	4	22.5	4.11E-13	2.9
12	gi*∣*6680748	ATP synthase, H+ transporting, mitochondrial F1 complex, alpha subunit, isoform 1	*Atp5a1*	59.7	9.53	15	35.1	3.40E-12	−2.0
13	gi*∣*6680748	ATP synthase, H+ transporting, mitochondrial F1 complex, alpha subunit, isoform 1	*Atp5a1*	59.7	9.53	12	27.8	1.72E-12	−2.1
14	gi*∣*31980648	ATP synthase, H+ transporting mitochondrial F1 complex, beta subunit	*Atp5b*	56.3	5.07	16	41.8	5.47E-12	−2.1
15	gi*∣*6753244	calmodulin 1	*Calm1*	16.8	3.93	3	32.9	6.21E-11	5.0
16	gi*∣*145301561	carbonic anhydrase 1	*Car1*	28.3	6.49	7	36.4	4.32E-10	2.3
17	gi*∣*126521835	chaperonin subunit 2 (beta)	*Cct2*	57.4	5.96	11	26.7	2.76E-09	−2.2
18	gi*∣*6680924	cofilin 1, non-muscle	*Cfl1*	18.5	8.20	4	18.8	8.89E-09	2.9
19	gi*∣*6680924	cofilin 1, non-muscle	*Cfl1*	18.5	8.20	4	18.8	1.28E-09	2.5
20	gi*∣*6755522	evolutionarily conserved signalling intermediate in Toll pathway	*Ecsit*	49.7	6.14	2	4.1	1.54E-05	−2.3
21	gi*∣*33859482	eukaryotic translation elongation factor 2	*Eef2*	95.3	6.30	10	13.4	8.98E-12	−5.8
22	gi*∣*123261836	EF hand domain containing 2	*Efhd2*	26.8	4.92	5	24.2	3.42E-08	2.0
23	gi*∣*31712036	eukaryotic translation initiation factor 5A	*Eif5a*	16.8	4.94	3	20.8	9.81E-12	2.2
24	gi*∣*14149635	fatty acid binding protein 4, adipocyte	*Fabp4*	14.6	8.74	5	48.5	1.28E-08	2.9
25	gi*∣*6680027	glutamate dehydrogenase 1	*Glud1*	61.3	7.96	10	20.1	7.64E-11	−2.9
26	gi*∣*123123547	gelsolin	*Gsn*	85.9	5.78	5	10.4	5.61E-07	−2.3
27	gi*∣*123123547	gelsolin	*Gsn*	85.9	5.78	3	4.4	2.19E-07	−2.5
28	gi*∣*56238582	histidine triad nucleotide binding protein	*Hint1*	13.8	6.41	2	16.7	1.39E-10	2.1
29	gi*∣*62024583	Cr1 protein	*Igkv1-117*	26.3	7.97	2	11.3	2.05E-09	2.2
30	gi*∣*114145561	keratin complex 2, basic, gene 8	*Krt8*	54.5	5.59	16	39.6	1.20E-11	−2.0
31	gi*∣*123236748	keratin complex 1, acidic, gene 19	*Krt19*	44.5	5.15	6	12.9	6.39E-10	−3.2
32	gi*∣*123236748	keratin complex 1, acidic, gene 19	*Krt19*	44.5	5.15	13	45.4	1.82E-08	−7.4
33	gi*∣*123236748	keratin complex 1, acidic, gene 19	*Krt19*	44.5	5.15	9	25.3	8.96E-10	−2.9
34	gi*∣*40556608	heat shock protein 1, beta	*Hsp90ab1*	83.2	4.82	15	22.1	2.47E-10	−2.8
35	gi*∣*40556608	heat shock protein 1, beta	*Hsp90ab1*	83.2	4.82	17	25.3	1.01E-11	−2.1
36	gi*∣*26984237	mitochondrial ATP-dependent protease Lon	*Lonp1*	10.6	6.20	4	4.0	5.94E-05	−3.0
37	gi*∣*149266035	PREDICTED: similar to non-muscle myosin alkali light chain	*Myl6*	13.0	4.42	3	34.5	7.28E-06	5.1
38	gi*∣*6755040	profilin 1	*Pfn1*	15.0	8.43	6	55.7	1.42E-12	2.9
39	gi*∣*51772387	PREDICTED: similar to 40S ribosomal protein S12	*Rsp12*	14.5	6.94	2	12.1	4.18E-04	2.1
40	gi*∣*33859624	S100 calcium binding protein A4	*S100a4*	11.7	5.07	2	17.8	1.43E-04	2.4
41	gi*∣*6677837	S100 calcium binding protein A9 (calgranulin B)	*S100a9*	13.0	6.76	4	36.3	7.54E-06	4.0
42	gi*∣*18314646	S100 calcium binding protein A11 (calgizzarin)	*S100a11*	11.1	5.15	1	16.3	1.65E-04	5.1
43	gi*∣*18314646	S100 calcium binding protein A11 (calgizzarin)	*S100a11*	11.1	5.15	1	16.3	3.53E-05	3.2
44	gi*∣*14389431	stress-induced phosphoprotein 1	*Stip1*	62.5	6.39	7	11.6	1.31E-05	−3.9
45	gi*∣*27754031	sorting nexin 6	*Sx6*	45.0	5.47	3	7.14	2.62E-05	−2.3
46	gi*∣*226958349	triosephosphate isomerase 1	*Tpi1*	26.7	7.07	3	19.3	6.59E-09	2.1
47	gi*∣*6678469	tubulin, alpha 1C	*Tuba1c*	50.1	4.83	12	34.5	1.26E-11	−2.0
48	gi*∣*7106439	tubulin, beta 5	*Tubb5*	49.7	4.64	9	34.7	1.30E-11	−2.2
49	gi*∣*123210316	thioredoxin	*Txn*	11.7	4.64	4	31.4	4.27E-07	2.5
50	gi*∣*148877507	villin 1	*Vil1*	92.7	5.66	13	18.7	8.57E-09	−3.2
51	gi*∣*148877507	villin 1	*Vil1*	92.7	5.66	20	26.4	4.52E-08	−4.6
52	gi*∣*83921618	villin 2	*Vil2*	69.4	5.76	7	14.8	3.15E-09	−2.4
53	gi*∣*83921618	villin 2	*Vil2*	69.4	5.76	8	15.9	1.99E-08	−2.6

**Table 5:** Categories of genes with expression increase of 2-fold or more in *Il10* ^−/−^ mice compared to C57 mice at 7 weeks of age using EASE.

System	Gene category	EASE score	FDR
GO Cellular Component	spindle cell	3.91E-04	<0.001
GO Molecular Function	MHC class II receptor activity	1.25E-03	<0.001
GO Biological Process	antigen processing, exogenous antigen via MHC class II	1.37E-03	<0.001
GO Biological Process	antigen presentation, exogenous antigen	1.37E-03	<0.001
GO Biological Process	alcohol metabolism	2.27E-03	<0.001
GO Biological Process	glucose metabolism	4.37E-03	<0.001
GO Biological Process	main pathways of carbohydrate metabolism	6.39E-03	<0.001
GO Biological Process	protein targeting	7.76E-03	<0.001
GO Biological Process	steroid biosynthesis	1.02E-02	<0.001
GO Biological Process	steroid metabolism	1.09E-02	<0.001
GO Biological Process	sterol biosynthesis	1.29E-02	<0.001
GO Cellular Component	microtubule cytoskeleton	1.75E-02	<0.001
GO Biological Process	sterol metabolism	1.82E-02	<0.001
GO Biological Process	carbohydrate metabolism	1.89E-02	<0.001
GO Biological Process	hexose metabolism	1.92E-02	<0.001
GO Molecular Function	oxidoreductase activity, acting on CH-OH group of donors	1.96E-02	<0.001
GO Biological Process	energy derivation by oxidation of organic compounds	2.47E-02	<0.001
GO Biological Process	catabolism	2.54E-02	<0.001
GO Cellular Component	soluble fraction	2.82E-02	<0.001
GO Molecular Function	oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor	2.92E-02	<0.001
GO Biological Process	monosaccharide metabolism	3.13E-02	<0.001

**Table 6:** Proteome and transcriptome network analysis for expression profiles from the colon of 7- and 12-week-old *Il10* ^−/−^ mice compared to C57 mice using IPA.

Network	Top functional categories
*Il10* ^−/−^ versus C57 mice at 7 weeks of age	
Transcriptome 1	Cancer, Dermatological disease and conditions, Endocrine system development and function
Transcriptome 2	Cardiovascular system development and function, Cancer, Tissue development
Transcriptome 3	Cancer, Cell death, Reproductive system disease
Transcriptome 4	Cell cycle, Cell-mediated immune response, Cancer
Transcriptome 5	Cellular growth and proliferation, Hematological system development and function, Hematopoiesis

*Il10* ^−/−^versus C57 mice at 12 weeks of age	
Proteome 1	Tissue morphology, Cellular movement, Cell-mediated immune response
Proteome 2	Cell death, Hematological disease, Immunological disease
Proteome 3	Cancer, Tumour morphology, Cellular development
Proteome 4	Cardiovascular disease, Gene expression, Molecular transport
Transcriptome 1	Antigen presentation, Cell morphology, Cell-to-cell signaling and interaction
Transcriptome 2	Cancer, Gastrointestinal disease, Dermatological diseases and conditions
Transcriptome 3	Lipid metabolism, Small molecule biochemistry, Carbohydrate metabolism
Transcriptome 4	Inflammatory disease, Cell-to-cell signaling and interaction, Cell-mediated immune response

The top 3 biological functions for the most significant transcriptomic and proteomic networks (representing subsets of focus genes and proteins highly associated with those functions) are shown.

**Table 7:** Differentially expressed genes in the colon of *Il10* ^−/−^ mice compared to C57 mice at 7 and 12 weeks of age.

Gene symbol	Gene name	GenBank accession	*Il10* ^−/−^ versus *C57 *		*Il10* ^−/−^ versus *C57 *	
			7 weeks of age		12 weeks of age	
			FC	FDR	FC	FDR
*Actg2*	actin, gamma 2, smooth muscle, enteric	NM_007392	−1.3	0.315	−1.6	0.02
*Arhgap12*	Rho GTPase activating protein 12	NM_029277	−1.1	0.549	−1.5	<0.001
*Arhgdib*	Rho GDP dissociation inhibitor (GDI) beta	NM_007486	1.1	0.562	2.0	<0.001
*Arhgef10L*	Rho guanine nucleotide exchange factor (GEF) 10-like	AK028648	2.4	<0.001	2.3	<0.001
*Bcl2A1*	BCL2-related protein A1	NM_007534	1.6	0.001	2.7	<0.001
*Bcl3*	B-cell CLL/lymphoma 3	NM_033601	1.6	0.044	1.7	0.015
*C1Qa*	complement component 1, q subcomponent, A chain	NM_007572	1.1	0.67	1.6	0.003
*C1Qc*	complement component 1, q subcomponent, C chain	NM_007574	1.3	0.29	1.8	0.005
*C1R*	complement component 1, r subcomponent	NM_023143	1.5	0.018	2.0	<0.001
*C1S*	complement component 1, s subcomponent	NM_144938	1.3	0.059	1.9	<0.001
*C2*	complement component 2	NM_013484	1.2	0.337	2.6	<0.001
*C3*	complement component 3	NM_009778	1.8	0.015	4.5	<0.001
*C4B*	complement component 4B (Chido blood group)	NM_009780	−1.0	0.976	1.6	0.005
*Ccl5*	chemokine (C-C-motif) ligand 5 (Rantes)	NM_013653	1.1	0.7	2.3	<0.001
*Cd74*	CD74 molecule, major histocompatibility complex, class II invariant chain	NM_010545	4.0	<0.001	5.5	<0.001
*Fas*	Fas (TNF receptor superfamily, member 6)	NM_007987	1.9	<0.001	1.5	<0.001
*Gsn*	gelsolin	NM_146120	−1.8	0.006	−2.0	<0.001
*Hla-A*	major histocompatibility complex, class I, A	NM_010391	1.4	0.201	2.3	<0.001
*Hla-B*	major histocompatibility complex, class I, B	NM_008199	−1.4	0.104	1.9	<0.001
*Hla-C*	major histocompatibility complex, class I, C	NM_010380	1.4	0.005	2.3	<0.001
*Hla-Dma*	major histocompatibility complex, class II, DM alpha	NM_010386	1.5	<0.001	2.1	<0.001
*Hla-Dmb*	major histocompatibility complex, class II, DM beta	NM_010387	4.9	<0.001	6.6	<0.001
*Hla-Dqa1*	major histocompatibility complex, class II, DQ alpha 1	NM_010378	1.8	<0.001	2.9	<0.001
*Hla-Dqb2*	major histocompatibility complex, class II, DQ beta 2	NM_010379	3.1	<0.001	5.3	<0.001
*Hla-Drb1*	major histocompatibility complex, class II, DR beta 1	NM_010382	2.5	<0.001	4.5	<0.001
*Hla-G*	major histocompatibility complex, class I, G	NM_013819	1.4	0.013	2.0	<0.001
*Hmgcr*	3-hydroxy-3-methylglutaryl-Coenzyme A reductase	NM_008255	1.7	0.005	1.5	0.005
*Ido1* *(Indo)*	indoleamine 2,3-dioxygenase 1	NM_008324	6.6	<0.001	8.1	<0.001
*Ifng*	interferon, gamma	NM_008337	1.4	0.071	1.7	0.003
*Il1B*	interleukin 1, beta	NM_008361	1.8	0.211	6.4	<0.001
*Il1Rn*	interleukin 1 receptor antagonist	NM_031167	1.3	0.442	1.8	0.024
*Il10*	interleukin 10	NM_010548	1.1	0.461	1.1	0.421
*Mapk13*	mitogen-activated protein kinase 13	NM_011950	1.8	<0.001	1.7	<0.001
*Mapk9*	mitogen-activated protein kinase 9	NM_016961	1.5	0.004	1.6	<0.001
*Nfkbia*	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha	NM_010907	1.6	0.002	1.6	0.001
*Nfkbie*	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, epsilon	NM_008690	1.5	0.001	1.7	<0.001
*Ppara*	peroxisome proliferator-activated receptor alpha	NM_011144	−2.0	<0.001	−1.7	0.001
*Ppargc1A*	peroxisome proliferator-activated receptor gamma, coactivator 1 alpha	NM_008904	−1.7	0.008	−1.4	0.052
*Tlr2*	toll-like receptor 2	NM_011905	1.1	0.857	1.9	0.001
*Tlr9*	toll-like receptor 9	NM_031178	1.9	<0.001	1.9	<0.001
*Tnf*	tumour necrosis factor (TNF superfamily, member 2)	NM_013693	1.3	0.064	1.7	<0.001
*Tnfrsf1B*	tumour necrosis factor receptor superfamily, member 1B	NM_011610	1.3	0.115	1.5	0.003
*Txn*	thioredoxin	NM_011660	−1.2	0.494	−1.0	0.932

Genes were grouped into one or more of the following IPA pathways: antigen presentation, graft versus host disease signaling, allograft rejection signaling, interferon signaling, role of PKR in interferon induction and antiviral response, dendritic cell maturation, complement system, endoplasmic reticulum stress, and steroid metabolism. Genes with fold change (FC) ≥1.5 and false discovery rate (FDR) or *q* < 0.05 were considered for pathway analysis.

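Of the paper's Table 7 genes, 40 could be matched to the array annotation. At 7 weeks (3 *Il10* -/- against 4 C57 mice) 17 of them were called, 14 higher and 3 lower, and at 12 weeks (4 against 4) 30, 28 higher and 2 lower. Adjusted over these genes alone the counts are the same, 17 and 30. The genes were picked by the paper from the same arrays, so the tally is not separate evidence. Under the fold threshold at 12 weeks are, among others, the class I gene *H2-M3* (0.50 ± 0.07), the kinase gene *Mapk9* (0.32 ± 0.07), the receptor antagonist gene *Il1rn* (0.35 ± 0.15) and the receptor gene *Tnfrsf1b* (0.35 ± 0.07) (log2 difference ± SE). Each of these averages a feature that is called by itself with one that is not. The called features stand at 0.99, 0.64, 0.85 and 0.63 in that order, and the others at 0.02, 0.0005, −0.14 and 0.07. The thioredoxin gene *Txn1* has 1 feature, which on 13 of the 15 arrays sits at a value that other bright features share, so its difference of −0.03 ± 0.13 says little of the gene.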

**Table 8:** Categories of genes with expression increase of 2-fold or more in *Il10* ^−/−^mice compared to C57 mice at 12 weeks of age using EASE.

System	Gene category	EASE score	FDR
GO Biological Process	defence response	5.92E-14	<0.001
GO Biological Process	response to biotic stimulus	7.39E-14	<0.001
GO Biological Process	response to external stimulus	1.38E-12	<0.001
GO Biological Process	immune response	4.06E-12	<0.001
GO Biological Process	antigen presentation	4.14E-07	<0.001
GO Biological Process	antigen processing	4.52E-06	<0.001
GO Molecular Function	defence/immunity protein activity	6.14E-06	<0.001
GO Molecular Function	MHC class I receptor activity	2.67E-05	<0.001
GO Biological Process	response to pest/pathogen/parasite	1.43E-04	<0.001
GO Biological Process	physiological process	1.47E-04	<0.001
GO Molecular Function	antigen binding	2.31E-04	<0.001
GO Biological Process	response to stress	2.49E-04	<0.001
GO Biological Process	antigen presentation, endogenous antigen	1.21E-03	<0.001
GO Molecular Function	MHC class II receptor activity	1.56E-03	<0.001
GO Biological Process	antigen processing, exogenous antigen via MHC class II	1.67E-03	<0.001
GO Biological Process	antigen presentation, exogenous antigen	1.67E-03	<0.001
GO Cellular Component	extracellular space	1.75E-03	<0.001
GO Biological Process	protein targeting	2.57E-03	<0.001
GO Biological Process	humoral immune response	2.97E-03	<0.001
GO Cellular Component	plasma membrane	7.23E-03	<0.001
GO Biological Process	antigen processing, endogenous antigen via MHC class I	8.44E-03	<0.001
GO Biological Process	response to wounding	1.07E-02	<0.001
GO Molecular Function	oxidoreductase activity, acting on CH-OH group of donors	1.15E-02	<0.001
GO Molecular Function	oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor	1.71E-02	<0.001
GO Molecular Function	hydrolase activity	1.86E-02	<0.001
GO Biological Process	collagen catabolism	2.07E-02	<0.001
GO Biological Process	posttranslational membrane targeting	2.18E-02	<0.001
GO Biological Process	innate immune response	2.22E-02	<0.001
GO Cellular Component	vesicular fraction	2.51E-02	<0.001
GO Biological Process	response to chemical substance	3.06E-02	<0.001
GO Biological Process	inflammatory response	3.06E-02	<0.001

How the deposited data were processed for this re-analysis (not part of the article)

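RNA from the colon of single mice was measured on 15 Agilent mouse arrays, 1 mouse per array: 4 C57 mice of 7 weeks (mice 43, 44, 45 and 46), 3 *Il10* -/- mice of 7 weeks (mice 75, 77 and 78), 4 C57 mice of 12 weeks (mice 63, 64, 65 and 66) and 4 *Il10* -/- mice of 12 weeks (mice 92, 94, 95 and 96). Each was hybridized in Cy3 against a pooled reference in Cy5. Genotype and age come from the sample titles and the paper's methods, since the other labels give every array the same strain and age. The authors normalized the intensity ratios by loess within each array, without background correction, and deposited them as log2 ratios of colon sample over pooled reference, 1 value per feature and array. The log2 values were used as deposited, with no further normalization.

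Direction and scale of the ratios were checked on the values. Liver and kidney genes, which the reference pool contains, have array medians of −3.79 to −2.98 and −2.32 to −1.54, against −0.11 to 0.39 for colon genes. Fetus genes, at −0.13 to 0.04, lie near the colon genes and do not separate the colours. Differences of group means follow log2 of the paper's fold changes with a slope of 0.944 over 76 folds of 1.3 or more. Between 41687 and 42147 features of 44290 have a value on an array, with an SD of 0.44 to 0.51 (log2).

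Features with values on at least 2 arrays of every group were tested (42128). The features could not be grouped into replicate spots of a probe, so each was tested as a probe of its own. Genes take the mean of the features that list that gene alone, except that genes of the paper's Table 7 take those with its accession. This gives 19076 genes from 32016 features. The other 10112 tested features list no gene or several. They entered the probe counts but no gene value. Gene order beside *Il10* comes from a reference table of the mouse genome, and only names and order were used from it. Some genes that the paper names have no feature with a gene value, and these were not analysed here.

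Genes were tested in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with lmFit and eBayes on 4 group means (11 residual degrees of freedom). Contrasts were *Il10* -/- against C57 at 7 and at 12 weeks, the difference between these (interaction), and 12 against 7 weeks within each genotype. A gene was called at a fold of 1.5 or more and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper's Table 7. Adjusted p values are limma's moderated t or, for lists, those of limma's camera with a preset correlation of 0.01, adjusted over 29 lists within a contrast. The 17 pathway and 12 cell type lists were written from general knowledge before the deposited values were seen. The paper's tables, drawn from the same arrays, had been seen by then. Several lists hold genes of its Table 7, so their counts and tests are not wholly separate from the paper's results. Camera used only genes with values on all arrays (18716). The result of 1 pathway list, which counts among those tested, is not reported here. Mice were clustered by average linkage on 1 minus the Pearson correlation over the 1000 most variable genes. Exact permutation tests, Fisher's exact test, Dixon's test and summaries were run in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. Values are log2 differences ± SE unless stated otherwise.

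Genes named in the text follow a rule written before the data were seen: genes of Tables 3 and 7, of the Table 4 proteins and those named in the paper's results and discussion, whose values in the paper had been seen; the 10 largest rises and falls at each age among called genes with no overlap between the mice of the groups; in each list the 4 called members with the largest change; and the 5 largest interactions of either sign. Genes outside the rule are said to be so where they are named.

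The fit was tested on simulated data with the real spread of each gene. A 1.5-fold change was called in 34% of changed genes at 7 weeks, 54% at 12 weeks and 52% for the interaction, and a 2-fold change in 94%, 96% and 88%. The planted 1.5-fold equals the fold threshold, so its shares partly reflect estimates that scatter below that threshold. Camera called the 1 raised list and 0 of the unchanged lists. The simulated genes were drawn independently of each other, so this does not test lists whose members move together.

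Alternatives tried were median centring, scale normalization (by median absolute values) or quantile normalization between arrays, only the groups compared, array weights, a robust variance prior, the mean of all features or the most variable feature of every gene, genes with values on all arrays, the more variable genes only, no fold threshold, a fold of 2, treat against 1.5-fold, an estimated correlation in camera, fry in place of camera, 25 or 100 genes beside *Il10* on either side, other clustering settings and leaving out each mouse in turn. A fit without features that hold an array's most frequent value was added after seeing the data. Each comparison was also refitted on other splits of its mice, 100 drawn at random for the interaction and all of them otherwise.

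Gene ontology categories and Ingenuity networks were not analysed here, as their annotation was not used. The qRT-PCR, protein and histology measurements are the paper's and were not used here.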

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

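The tests on the genes that change with age in C57 mice, on the MHC class I genes and on the shared values were chosen only after those results were seen. Single mice lay apart from the other 3 of their group by Dixon's test in 21 of 448 groups of 4 over the named genes and the gene lists reported, where chance gives about 1 in 20 (22.4). The most came from mouse 95, an *Il10* -/- mouse of 12 weeks: *Aldh1a1* (−0.37), *Cubn* (−2.59), *Myh11* (1.56), *Pgk1* (−0.75), *Ppargc1a* (−0.49) and *Ubd* (2.39), as log2 ratios. The others are mouse 44 (C57 7 weeks) for *Apoe* (−1.02), *Il1b* (0.28) and *Slc26a3* (0.25), mouse 92 (*Il10* -/- 12 weeks) for *Aqp4* (−0.022) and *Il10* (0.25), mouse 46 (C57 7 weeks) for *Casp4* (0.59) and *Ppara* (−0.19), mouse 66 (C57 12 weeks) for *Clca4a* (0.77), mouse 65 (C57 12 weeks) for *Cxcl10* (−0.77), mouse 43 (C57 7 weeks) for *Fabp2* (−0.34), mouse 63 (C57 12 weeks) for *Fdps* (0.36). Of the list means, those of mouse 46 (C57 7 weeks) for PPAR family and coactivators (0.038), mouse 92 (*Il10* -/- 12 weeks) for complement (0.36), mouse 63 (C57 12 weeks) for distal colon Hox genes (−0.12) and mouse 44 (C57 7 weeks) for matrix remodeling (0.056) lay apart.

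The genotype difference changed between 7 and 12 weeks by limma's test in these named genes. More positive at 12 weeks (log2) were *S100g* (2.85), *Iglv1* (2.80), *2210407C18Rik* (2.01), *Jchain* (1.83), *Apoe* (1.68), *Psmb8* (1.17), *Ccl5* (1.05), *Cd79b* (0.94), *H2-Q4* (0.87), *Clec7a* (0.87), *H2-Ab1* (0.86), *Fbp1* (0.85), *Ltb* (0.84), *Arhgdib* (0.84), *H2-Eb1* (0.84), *Pou2af1* (0.82), *C2* (0.76), *H2-Aa* (0.71), *Bcl2a1b* (0.70), *Mzb1* (0.69) and *H2-D1* (0.60). More negative were *Aqp8* (−5.02), *Clca4a* (−2.49), *Slc26a3* (−2.19), *Car2* (−1.94), *Gsdmc* (−1.93), *Aqp4* (−1.32), *Hoxa10* (−1.26), *Hoxa11* (−0.97), *Hoxa9* (−0.96), *Acsl3* (−0.78) and *Pla2g5* (−0.71). Gene lists called by camera had median log2 differences above 0 for MHC class I presentation (0.52), complement (0.45), MHC class II presentation (0.37), B cells and plasma cells (0.35), enteroendocrine cells (0.30), macrophages and dendritic cells (0.30), interferon response (0.28), matrix remodeling (0.25), inflammatory cytokines and chemokines (0.13) and T cells (0.10), and below 0 for mitochondrial oxidative phosphorylation (−0.33), absorptive colonocytes (−0.25), smooth muscle (−0.25), sterol biosynthesis (−0.24), cell cycle (−0.23) and distal colon Hox genes (−0.039). With an estimated correlation 2 of these stay called, B cells and plasma cells (adjusted p = 0.014) and oxidative phosphorylation (adjusted p = 0.014), and the others are lost. Of 36 interferon response genes 16 were lower and 0 higher with age in C57 mice at unadjusted p under 0.05 in limma. In *Il10* -/- mice 1 was lower and 0 higher, so the gain of that list goes with lower C57 values and not with a rise in *Il10* -/- mice. Features without a single listed gene were also called: 98 at 7 weeks and 202 at 12 weeks, of 10112 tested.

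Among the genes that differ between the comparisons, 44 also change with age in C57 mice, *Aqp8*, *S100g* and *Gsdmc* among them. A larger share of epithelium at 12 weeks would raise the epithelial cell types that keep their own share of the epithelium. The mean of the enteroendocrine markers changed by −0.33 with age in C57 mice (exact permutation p = 0.0286 over 70 arrangements, 4 against 4 mice). That p is the smallest this test can give. Tests over the list's genes are less clear: limma called 0 of 15 higher and 1 lower, camera gave adjusted p = 1.8e-04 (0.65 with an estimated correlation) and fry 0.21. The enteroendocrine list is 1 epithelial cell type that could change by itself, so it does not decide whether the share of epithelium grew, which stays open. Leaving out 1 C57 mouse still calls at least 28 of the 44 genes between ages. These genes were picked by their call in the same mice, which favours that outcome, so it is weak evidence against 1 deviating mouse. Age itself, with maturing surface epithelium, stays open as a biological explanation that was not tested, and so does another stretch of colon sampled at 12 weeks: limma called 0 distal colon *Hox* genes between ages in C57 mice, 0 were higher and 0 lower at unadjusted p under 0.05 and fry gave an adjusted p of 0.95, but how far neighbouring stretches differ is not known.

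MHC class I genes stood lower at 12 than at 7 weeks in C57 mice, with 5 of 26 called (3 without mouse 43, 44 or 64, 9 without mouse 46, 8 under quantile normalization), 22 below 0 and a median of −0.35. Features at a shared value, 1 deviating mouse and the scaling of the arrays were tested as technical explanations. The median stays at −0.33 without such features, at −0.29 or lower whichever C57 mouse is left out and at −0.31 or lower under scale or quantile normalization. With an estimated correlation camera's call is lost (adjusted p = 0.17). The larger class I difference at 12 weeks is therefore in part a lower C57 value, and a change with age or housing stays open and was not tested.

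On every array between 73 and 149 features hold 1 exact value, where any other value is held by at most 5. They are 189 features in all, and 58 of them hold it on all 15 arrays, which a value filled in at random would not give. Ribosomal protein genes make up 28.6% of those with 1 gene against 0.285% of the others (odds ratio 140, Fisher exact p = 5.2e-64), so these are consistent with signals at the ceiling of the scanner in both colours. No biological explanation was tested. For *Txn1*, *Reg3b*, *Reg3g*, *Retnlb*, *B2m*, *H2-K1*, *Fabp2*, *Lyz2* and many oxidative phosphorylation genes, which have such features, part of each difference is that of the shared value, so its size is uncertain. *Fabp2* and *Lyz2* each have another feature that is on no array at the shared value.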

How the results depend on the processing

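All alternatives were set before the data were examined, except the fit without features at a shared value, which was chosen after seeing the data. Of the named genes 72 were called at 7 weeks and 81 at 12 weeks. Of these, 0 and 0 changed sign under any alternative, and 53 and 74 kept the call under every one other than the stricter fold thresholds. Scaling the arrays by median, scale or quantiles changed the share of higher genes or probes by −6.99 percentage points at the most. Array depth was not varied. In the simulation most 1.5-fold changes at 7 weeks were missed, in part because the planted change equals the fold threshold. Features at a shared value carry no signal of their own. No paired analysis was possible because the groups share no mouse numbers. The robust prior was run for genes and not for gene lists.

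The counts follow the threshold. Without a fold threshold they are 1564 and 1931 genes at 7 and 12 weeks, 430 for the difference between ages, 265 and 204 between ages in *Il10* -/- and C57 mice; at a fold of 2 or more, 132 and 190 genes at 7 and 12 weeks, 58 for the difference between ages, 31 and 26 between ages in *Il10* -/- and C57 mice; tested by treat against a fold of 1.5, 64 and 134 genes at 7 and 12 weeks, 3 for the difference between ages, 7 and 7 between ages in *Il10* -/- and C57 mice. Leaving out 1 mouse gives 334 to 499 and 457 to 561 genes at 7 and 12 weeks, 136 to 263 for the difference between ages (lowest without mouse 78), 51 to 111 between ages in *Il10* -/- mice (lowest without mouse 78) and 36 to 96 in C57 mice (lowest without mouse 44). With only the compared groups in the model 52 genes change between ages in *Il10* -/- mice. Fewer mice give wider errors, and the cause beyond that was not tested. Of the gene lists 16 to 21 and 18 to 23 are called at 7 and 12 weeks and 12 to 18 for the difference between ages when 1 mouse is left out. With an estimated correlation 5, 14 and 2 are called, which follows from the wider error that a shared correlation gives, and by fry 17, 18 and 10.

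The odds ratio for changed genes beside *Il10* turns from 0.886 to 1.79 with 25 genes on either side, both from 1 gene. Genes and differences that were not called changed sign as follows (log2): *Actg1* at 12 weeks (0.12 with the most variable probe or no shared-value features, −0.094 to 0.020 leaving out 1 mouse), *Actg2* at 7 weeks (0.057 with scale normalization, 0.074 with quantile normalization, 0.011 with array weights, −0.18 to 0.079 leaving out 1 mouse), *Ces2a* at 7 weeks (−0.15 to 0.053 leaving out 1 mouse), *Mmp13* at 7 weeks (−0.00013 to 0.029 leaving out 1 mouse), *Srebf1* at 12 weeks (−0.029 to 0.094 leaving out 1 mouse), *Srebf1* at 7 weeks (−0.0055 to 0.12 leaving out 1 mouse), *Tlr2* at 7 weeks (−0.093 with scale normalization, −0.022 with quantile normalization, −0.024 to 0.26 leaving out 1 mouse), *Tlr9* between ages (0.057 with array weights, −0.11 to 0.082 leaving out 1 mouse) and *Txn1* at 12 weeks (−0.19 to 0.100 leaving out 1 mouse). The cause was not tested.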

Differences from the paper's values

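The paper gives 90 array fold changes for 45 genes in Tables 3 and 7, of which 74 lie within the spread of the mice here and 16 do not. Both are on the same scale: over the 76 folds of 1.3 or more, all have the same sign and the log2 values here have a slope of 0.944 on the paper's.

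Fold changes that differ are, with a minus for falls, those of *C1s1* (*C1S* in the paper) at 12 weeks (1.9 in the paper, 1.61 here), *C2* at 12 weeks (2.6 in the paper, 1.92 here), *H2-M3* (*Hla-G* in the paper) at 7 weeks (1.4 in the paper, 1.24 here) and at 12 weeks (2.0 in the paper, 1.42 here), *Il1rn* at 12 weeks (1.8 in the paper, 1.28 here), *Mapk9* at 7 weeks (1.5 in the paper, 1.19 here) and at 12 weeks (1.6 in the paper, 1.25 here), *Tnfrsf1b* at 7 weeks (1.3 in the paper, 1.13 here) and at 12 weeks (1.5 in the paper, 1.27 here), *Fabp2* at 12 weeks (−5.6 in the paper, −3.59 here) and *Igfbp5* at 7 weeks (−1.5 in the paper, −1.18 here) and at 12 weeks (1.6 in the paper, 1.23 here). For all of these, of the alternatives set before the data were examined, the most variable probe of every gene gives a value within the spread of the paper's. No other does, except for *Igfbp5* at 12 weeks, where array weights and leaving out mouse 64, 66 or 95 do so too. For *Fabp2*, a feature that enters the mean here sits on 6 arrays at a value that bright features share. Its other feature gives −2.49 at 12 weeks (log2). *Arhgap12* differs at 7 weeks (−1.1 in the paper, −1.02 here), and not under scale or quantile normalization or without mouse 77 or 78, while under the other alternatives it does. At 12 weeks it differs (−1.5 in the paper, −1.27 here), and not with the most variable probe. Of its features, picked after the values were seen, 1 alone gives −0.15 at 7 weeks and another −0.59 at 12 weeks (log2). The limma adjusted p of the first, 0.549, is the one in the paper's table. *H2-Bl* (*Hla-B* in the paper) at 7 weeks (−1.4 in the paper, −1.02 here) and at 12 weeks (1.9 in the paper, 1.40 here) differs under every alternative. Of its 3 features, picked after the values were seen, 1 alone gives −0.51 at 7 weeks and another 0.92 at 12 weeks (log2), where the paper's folds make −0.49 and 0.93.

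The paper's Table 7 passes genes at its thresholds that are not called here: *C1ra* and *Mapk9* at 7 weeks, and *Acta2*, *Arhgap12*, *H2-Bl*, *H2-M3*, *Il1rn*, *Mapk9* and *Tnfrsf1b* at 12 weeks. Tested by single features, each of these 7 genes of 12 weeks has a feature that is called. Their loss here thus comes from averaging that feature with others. At 7 weeks the largest feature of *Mapk9* stands at 0.57 (log2), close under the fold threshold. The fold of *C1ra*, 1.48, lies close under the threshold that the paper's rounded fold meets, and the gene is called under scale or quantile normalization or without mouse 44 or 77. With the most variable probe of every gene *Acta2*, *Arhgap12*, *H2-M3*, *Il1rn*, *Mapk9* and *Tnfrsf1b* are called at 12 weeks. *H2-Bl* is called without mouse 92, and *Acta2* without mouse 95. With no fold threshold *C1ra* and *Mapk9* at 7 weeks and *Arhgap12*, *H2-Bl*, *H2-M3*, *Mapk9* and *Tnfrsf1b* at 12 weeks are called.

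The paper states that *Actg2* fell at 12 weeks. The feature annotated *Actg2* here gives −0.08 ± 0.10 (log2 difference ± SE), and *Acta2*, to which the accession in its table belongs, −0.46 ± 0.14, neither called. 1 of the *Acta2* features averaged is called alone, at −0.71. It states that *Ppargc1a* was lower at both ages, and at 12 weeks the value here is −0.47 ± 0.14, called only with no fold threshold. For *Ifng* and *Tnf* it states higher values at 12 weeks alone. At its thresholds neither is called at 7 weeks here, as in its Table 7. The difference between ages was not called, and *Ifng* at 7 weeks (0.42) is called with no fold threshold. Neither feature of *Ifng* passes alone at that age (limma adjusted p = 0.071 and 0.15).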

Other observations

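Of 13 distal gut *Hox* genes 3 were called higher in 7-week-old *Il10* -/- mice than in C57 mice and 0 lower, and the list was not called (camera adjusted p = 0.27). *Hoxa9* stood at 0.16 ± 0.33 in 3 *Il10* -/- mice of 7 weeks (log2 ratio, mean ± SD), against −0.62 ± 0.02, −0.51 ± 0.16 and −0.69 ± 0.10 in 4 C57 mice of 7 and 12 weeks and 4 *Il10* -/- mice of 12 weeks. *Hoxa10* stood at −0.45 ± 0.30 against −1.53 ± 0.13, −1.46 ± 0.21 and −1.64 ± 0.12. In *Il10* -/- mice all 3 called *Hox* genes were lower at 12 than at 7 weeks, and the list of 13 gave camera adjusted p = 0.0070 for that comparison (adjusted p = 0.19 with an estimated correlation). Whether the stretch of colon differed between these mice was not tested.

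Genes of the paper's Table 4 proteins were measured for 37 genes: 4 were called at 7 weeks, 4 at 12 weeks and 31 at neither. Of the last, *Hint1*, *Krt8*, *Myl6* and *Txn1* have every feature at an array's shared value on 12 or more arrays, so their differences say little of the gene. *Gsn* and *S100a9* were called at both ages, *Arhgdib* and *Efhd2* at 12 weeks, and *Aldh1b1* and *S100a11* at 7 weeks. Apart from *Cap1* (7 weeks) and *Glud1* (both ages), the proteins are those of 12 weeks, so the 7-week calls stand beside proteins of another age. Some genes called at neither age have 1 feature called alone at 12 weeks: *S100a4* (0.89), *Tpi1* (0.63), *Acta2* (−0.71) and *Eef2* (0.69). The protein changed in the same direction for these except for *Eef2*. Of genes beside *Il10*, where strain differences carried with the deleted gene would lie, 1 of 100 measured (*Rab7b*) was called at both ages, against 1.13% of other genes (odds ratio 0.886, Fisher exact p = 1.0). *Rab7b* was named after its values were seen.

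Some mice lie outside the range of the others of their group over whole lists, though none of the following cases passed Dixon's test. Mouse 95, an *Il10* -/- mouse of 12 weeks, has a detoxification list mean of 0.02 against −0.50 to −0.29 in the other 3. Mouse 43, a C57 mouse of 7 weeks, has an interferon list mean of 0.15 against −0.54 to −0.36. Mouse 66, a C57 mouse of 12 weeks, has a small intestine list mean of 0.65 against −0.23 to 0.02 and a goblet cell list mean of −0.39 against −0.06 to 0.06.

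Other splits of the same mice were refitted, for the gene lists only after the results were seen. No other split gave as many calls for the genes at 7 weeks, 462 (1 of 35 splits as large, highest other 31), or at 12 weeks, 482 (1 of 35 splits as large, highest other 74). The same holds for the probes at 7 weeks, 903 (1 of 35 splits as large, highest other 51), and at 12 weeks, 1035 (1 of 35 splits as large, highest other 130). It also holds for the genes that change between ages in *Il10* -/- mice, 81 (1 of 35 splits as large, highest other 50), and in C57 mice, 77 (1 of 35 splits as large, highest other 0). With 35 splits, 1 of 35 is the smallest share possible, so these results make chance less likely without excluding it. For the number of gene lists other splits gave as many calls, at 7 weeks, 19 (2 of 35 splits as large, highest other 19), and at 12 weeks, 20 (6 of 35 splits as large, highest other 24). The median of the other splits was 8.5 lists at 7 weeks and 9 at 12 weeks, so chance cannot be excluded for these numbers. For the difference between ages the other splits mix the genotypes within each age and so do not test it, for genes, 219 (3 of 100 splits as large, highest other 841), or gene lists, 16 (13 of 100 splits as large, highest other 22), and a split with several times the real count of genes points to a structure of the samples, as genotype sets the mice apart.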
